# Distinct features of the regenerating heart uncovered through comparative single-cell profiling

**DOI:** 10.1242/bio.060156

**Published:** 2024-04-05

**Authors:** Clayton M. Carey, Hailey L. Hollins, Alexis V. Schmid, James A. Gagnon

**Keywords:** Heart, Regeneration, Interferon, Myocardium, Evolution, Immunity

## Abstract

Adult humans respond to heart injury by forming a permanent scar, yet other vertebrates are capable of robust and complete cardiac regeneration. Despite progress towards characterizing the mechanisms of cardiac regeneration in fish and amphibians, the large evolutionary gulf between mammals and regenerating vertebrates complicates deciphering which cellular and molecular features truly enable regeneration. To better define these features, we compared cardiac injury responses in zebrafish and medaka, two fish species that share similar heart anatomy and common teleost ancestry but differ in regenerative capability. We used single-cell transcriptional profiling to create a time-resolved comparative cell atlas of injury responses in all major cardiac cell types across both species. With this approach, we identified several key features that distinguish cardiac injury response in the non-regenerating medaka heart. By comparing immune responses to injury, we found altered cell recruitment and a distinct pro-inflammatory gene program in medaka leukocytes, and an absence of the injury-induced interferon response seen in zebrafish. In addition, we found a lack of pro-regenerative signals, including nrg1 and retinoic acid, from medaka endothelial and epicardial cells. Finally, we identified alterations in the myocardial structure in medaka, where they lack primordial layer cardiomyocytes and fail to employ a cardioprotective gene program shared by regenerating vertebrates. Our findings reveal notable variation in injury response across nearly all major cardiac cell types in zebrafish and medaka, demonstrating how evolutionary divergence influences the hidden cellular features underpinning regenerative potential in these seemingly similar vertebrates.

## INTRODUCTION

Myocardial infarction (MI), commonly known as a heart attack, contributes significantly to human morbidity and mortality (Roth et al., 2020). During an MI, a blockage in a coronary artery cuts off blood flow to the heart muscle causing cell death and the eventual formation of a non-contractile scar. In adult mammals, including humans, this scar is permanent and impairs cardiac function (Lam and Sadek, 2018). In contrast, many types of fish and amphibians possess the remarkable ability to clear cardiac scar tissue and regrow damaged muscle as adults (Cutie and Huang, 2021; Vivien et al., 2016). These observations have sparked intensive studies of regenerating species in hopes of discovering evolutionarily conserved mechanisms to enable regeneration in humans (Godwin, 2014). Such comparative studies are confounded, however, by the large evolutionary divergence between mammals and regenerating vertebrates. This distant evolutionary relationship results in often unclear gene orthology to mammals and manifests in the distinct simplified heart anatomy of fish and amphibians. Thus, despite many advances, the precise molecular, cellular, and genetic factors that enable some animals to regenerate as adults remain incompletely defined.

Zebrafish have emerged as a powerful model for studying adult heart regeneration (González-Rosa et al., 2017; Poss et al., 2002). Experimentally induced ventricular cryoinjury is frequently used in zebrafish to mimic infarction events seen in humans (González-Rosa et al., 2011). Following injury with a liquid nitrogen-cooled probe, a lesion of necrotic tissue forms, triggering an acute inflammatory response that recruits various immune cell types to the wound (Bevan et al., 2020). The activities of these immune cells play a crucial role in the subsequent remodeling and regeneration processes in zebrafish. Macrophages and regulatory T cells, in particular, are indispensable for successful regeneration (Hui et al., 2017; Sanz-Morejón et al., 2019). Additionally, fibroblast cells derived from both the endocardium and epicardium become activated and deposit the collagenous matrix that makes up the scar and stabilizes the injured ventricle (Hu et al., 2022; Sánchez-Iranzo et al., 2018b). In zebrafish, activated fibroblasts also provide critical signals that foster a regenerative niche by promoting neovascularization of the wound area and dedifferentiation and proliferation of existing cardiomyocytes in the wound border zone. This signaling is mediated in part by molecules such as nrg1, secreted from epicardial-derived cells (Gemberling et al., 2015), and retinoic acid, chiefly produced by the endocardial compartment (Kikuchi et al., 2011). The synergistic effects of these signals promote the regrowth of coronary vessels and replacement of scar tissue with healthy myocardium. Although these cellular behaviors are well-established in zebrafish, it remains unclear whether non-regenerating species might share some or all of these characteristics. Therefore, comparative studies are still needed to determine which behaviors of immune cells and components of the signaling environment are truly unique to the regenerating heart.

Recent surveys of cardiac regeneration capabilities among different teleost fish species have yielded surprisingly contrasting results, demonstrating that zebrafish cardiac injury responses are not representative of all teleosts. While ventricular regeneration is found in some fish species (Grivas et al., 2014; Wang et al., 2020), several others, including the grass carp (Long et al., 2022), Mexican cavefish (Stockdale et al., 2018), and Japanese medaka (Ito et al., 2014), exhibit permanent scarring similar to adult mammals. The cellular and molecular behaviors that distinguish these non-regenerating species from zebrafish, however, have only begun to be characterized at the cellular level. Japanese medaka, *Oryzias latipes*, have recently emerged as a non-regenerating counterpart to the zebrafish model system (Ito et al., 2014). Bulk RNA sequencing analyses uncovered critical differences in the immune pathways activated in the post-injury ventricle in medaka. Notably, stimulation of an immune response through the injection of double-stranded RNA, ostensibly through activation of interferon signaling, promotes revascularization and cardiomyocyte proliferation in medaka in a macrophage-dependent manner (Lai et al., 2017). These findings implicate the immune system as a critical source of phenotypic diversity in cardiac injury responses. The existence of non-regenerating teleosts offers a unique opportunity to compare and contrast the differing regeneration phenotypes across relatively short evolutionary distances to determine which cellular features are unique to regenerating species. Given that heart regeneration was likely an ancestral trait of teleosts (Cutie and Huang, 2021; Kikuchi et al., 2011), understanding the evolutionary path that led to the loss of this ability in some species may offer parallel insights into why mammals lose the ability to regenerate as adults.

In this study, we used comparative single-cell transcriptomics to create detailed time-course maps of the cardiac injury response in zebrafish and the non-regenerating Japanese medaka. These fish share similar body and heart anatomy and shared a common teleost ancestor ∼140 million years ago (Naruse et al., 2004). Our approach revealed key differences in both pre- and post-injury hearts that may be responsible for the contrasting regeneration outcomes. We found differences in immune cell recruitment and behavior, epicardial and endothelial cell signaling, and alterations in the structure and makeup of the myocardium. Overall, our findings shed new light on the factors that coordinate heart regeneration and generate new hypotheses for the mechanisms that underlie the loss of this ability in certain species.

## RESULTS

### Time-resolved atlas of cardiac injury response in zebrafish and medaka ventricles

There have been few direct cross-species comparative studies of cardiac injury thus far (Lai et al., 2017; Stockdale et al., 2018). Single-cell RNA sequencing (scRNA-seq) is a powerful approach that enables simultaneous comparison of cellular composition and gene expression across all major cell types in the heart. Therefore, we sought to create a comparative cell atlas of cardiac injury response in zebrafish (*Danio rerio*) and medaka (*O*. *latipes*) ventricles. We used cardiac cryoinjury to induce comparable injury in the ventricles of both zebrafish and medaka (see Materials and Methods). We collected and analyzed uninjured hearts, as well as hearts at 3 and 14 days post-injury (d.p.i.), from both species with several biological replicates at each time point (Fig. 1A). Dissected ventricles were dissociated into a single-cell suspension and prepared for scRNA-seq. 

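The libraries were made with the 10x Genomics Chromium system, in which each captured mRNA receives the barcode of its cell and a unique molecular identifier (UMI). A count is therefore the number of distinct UMIs of a gene in a cell. The authors processed the reads with Cell Ranger at its default settings, and the deposited values are raw UMI counts per gene and barcode, without normalization and before the filters on cells that their methods describe. There were 22 samples, of which 13 came from zebrafish and 9 from medaka. The zebrafish samples comprised 4 uninjured ventricle samples, 3 at 3 d.p.i. and 6 at 14 d.p.i., and the medaka samples 4, 3 and 2. Total UMIs per sample lay between 11107238 and 75811359. The median was 49820580 UMIs in uninjured zebrafish samples, 41279125 at 3 d.p.i. and 39364222.5 at 14 d.p.i. In medaka it was 26232852 UMIs in uninjured samples, 14488583 at 3 d.p.i. and 33535828.5 at 14 d.p.i. Mitochondrial entries, ribosomal RNA included, made up 24.8% to 75.6% of the UMIs in zebrafish samples and 7.67% to 27.9% in medaka samples. These totals are therefore not a measure of usable depth that can be compared between the species. The median UMIs per cell ranged from 974 to 6448 between samples, and the paper gives its depth in reads. Zebrafish uninjured replicates 1 and 2 came with another, shorter gene list than the remaining 11 zebrafish samples. These replicates form a technical batch that holds uninjured samples only, so many comparisons with uninjured zebrafish are also given without them. Those at 14 d.p.i. and the shares of cell types and leukocyte subtypes, among others, are given with them only. Cells were kept, clustered and named with the filters and marker genes of the methods. Listed interferon-stimulated genes, interferons, signals, fibroblast genes, collagens and matrix metalloproteinases were kept out of the genes used for clustering. Other genes whose change is reported were not. UMI counts were summed per sample and cell type. Values per cell type are CPM, in which the counts of a sample are scaled to a common total, given as the mean ± SD over samples with at least 10 cells of the type. Differences between 3 d.p.i. and uninjured samples were tested with edgeR's quasi-likelihood test on the summed counts, with the time points of a species in a single fit and Benjamini-Hochberg adjustment over all genes tested in a cell type. Genes counted as changed had an adjusted p under 0.05. A list of genes was tested as a set with limma's fry test on the same fit, with adjustment over the 4 cell types of a species. The difference between the species in their response was tested as an interaction over genes that carry the same symbol in both, and the renaming of medaka genes by orthology was not repeated here. Shares of cells were computed per sample and compared by exact permutation tests over all splits of the samples. All tests were two-sided. With 4 samples against 3, the smallest p such a permutation test can give is 0.0286. A cell counted as positive for a gene with at least 1 UMI. Because deeper cells more often hold a UMI of any gene, the share was also computed with every cell thinned to 1000 UMIs, leaving out shallower cells. Free RNA in the suspension adds UMIs to cells that do not express a gene, so the share in a cell type that should lack the gene is given as background. Confidence intervals and the limits given for counts of 0 cover counting error only.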

Consistent with prior studies (González-Rosa et al., 2011), cryoinjury-induced lesions in the myocardium and formation of a fibrous clot by 3 d.p.i., with deposition of a collagen-rich scar evident by 14 d.p.i. (Fig. 1B).

**Fig. 1.**
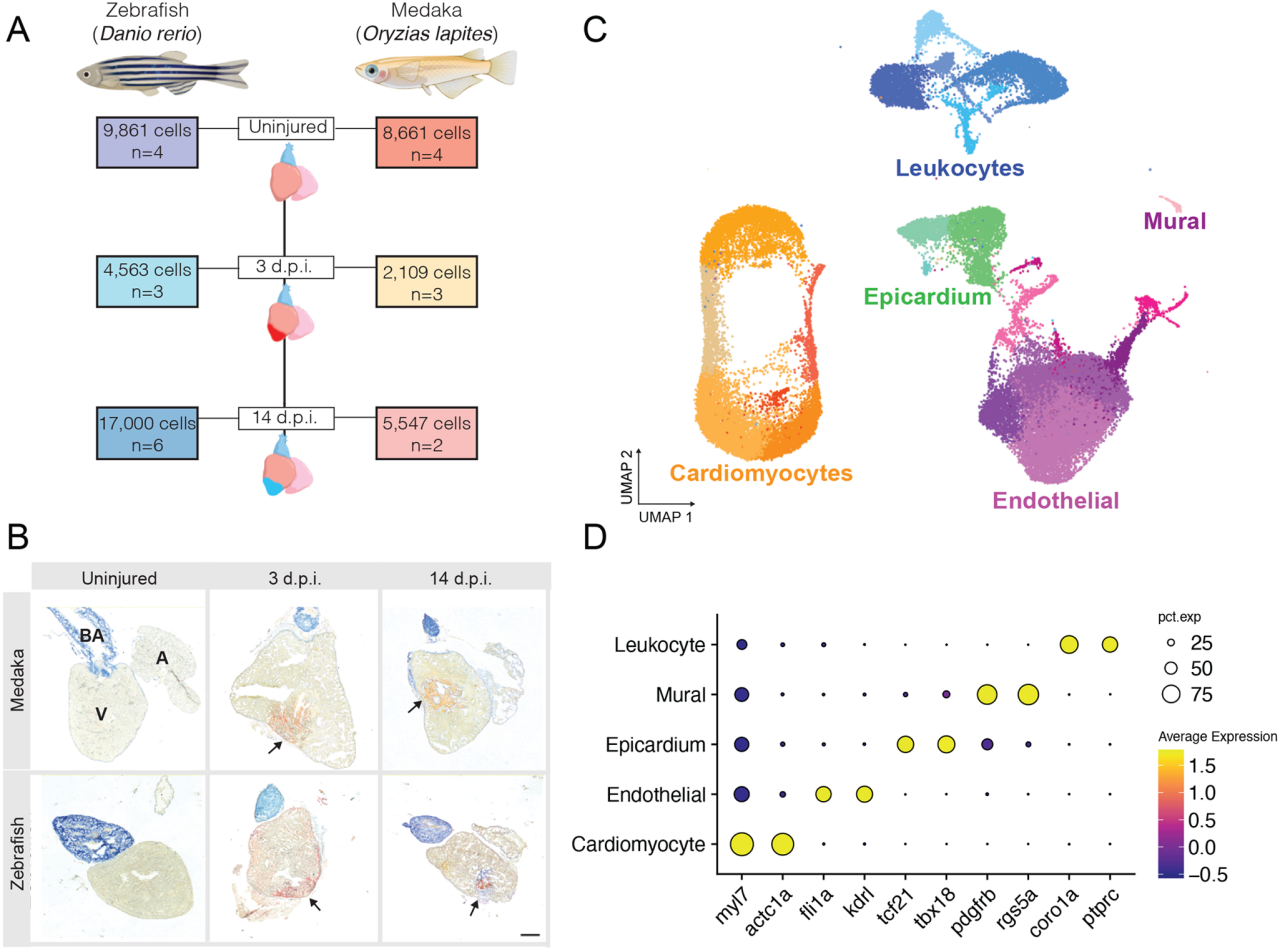
**A single-cell atlas of cardiac injury response in zebrafish and medaka.** (A) Experimental overview for collection of ventricles and single-cell sequencing. The number of independent samples and total number of quality filtered cells for each time point are indicated. (B) Representative images of Acid-Fuchsin Orange staining of collagen (blue), fibrin (red), and muscle fibers (tan) in heart sections showing cryoinjury-induced fibrin and collagen deposition in both species (arrows). Anatomical labels indicate ventricle (labeled V), atrium (labeled A), and bulbus arteriosus (labeled BA). (C) UMAP embedding of all sampled cells from each species and time point integrated into a single dataset. A total of 22 clusters were identified and colored by major cardiac cell type (cardiomyocyte, orange shades; endothelial/mural, purple shades; epicardial, green shades; leukocyte, blue shades). (D) Gene expression dot plot showing average gene expression of marker genes for cells classified as the indicated cell type. Two marker genes are displayed for each cell type. Dot sizes represent percent of cells expressing the indicated gene (pct.exp), color indicates average scaled gene expression across all cells in the indicated tissue.

A total of 47,741 non-erythroid cells that passed quality control and filtering parameters were obtained across all samples. 

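The matrices held 126955 barcodes, of which 83158 had at least 200 genes. After cells with a mitochondrial share over 40% were removed, 80138 cells remained, with 1705 to 6039 cells per sample. Erythroid and platelet clusters were then left out, which kept 56762 cells. The limit of 15% on the mitochondrial share of cells other than cardiomyocytes, together with leaving out clusters that the fixed markers did not name, gave 48233 cells. These include 2187 cells of 3 clusters that received an erythroid name only after the integration, and without them 46046 remain. Of the 48233 cells, 31963 were zebrafish cells and 16270 medaka cells. Doublets were not removed in these values.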

To improve downstream data integration, gene names were standardized to unify names where one-to-one orthology was supported (Fig. S1A). The resulting cells were log normalized and integrated using Seurat v4 (Stuart et al., 2019). Cell integration anchors were calculated using canonical correlation analysis, a technique that benchmarks well for joint-embedding of shared cell types while maintaining species-specific cell types (Song et al., 2023). After integration, dimensionality reduction and clustering yielded 22 cell clusters (Fig. 1C). 

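For the values given here, the cells were integrated by canonical correlation analysis on 2000 of the 13115 genes that had the same symbol in every sample's list, with 6 samples as references. Clustering on 30 dimensions with 20 neighbours at a resolution of 1.5 gave 36 clusters, of which 1 held cells of only 1 species. The listed ISGs, interferons, signals, fibroblast genes, collagens and mmps were kept out of the genes used to build the clusters, while other genes that change with injury were not. Cell types were rebuilt from fixed marker genes, because no annotation of single cells was used here.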

Analysis of marker gene expression revealed five main cell types including cardiomyocytes (marked by *myl7* and *actc1a* expression), endothelial cells (*fli1a*/*kdrl*; Habeck et al., 2002; Lawson and Weinstein, 2002), epicardial cells (*tcf21*/*tbx20*; Peralta et al., 2014), vascular mural cells (*pdgfrb*/*rgs5a*; Shih et al., 2021), and leukocytes (*coro1a*/*ptprc*; Rougeot et al., 2019) (Fig. 1D). 

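Among named cells, endothelial cells made up 49.2% ± 11.5 (SD, n = 4) in uninjured zebrafish samples, 36.2% ± 9.99 (n = 3) at 3 d.p.i. and 39.7% ± 10.4 (n = 6) at 14 d.p.i. Cardiomyocytes made up 35.5% ± 6.62, 28.2% ± 3.23 and 27.8% ± 6.34 in the same groups. Epicardial cells made up 9.19% ± 3.51, 11.3% ± 4.7 and 13.3% ± 3.11, and leukocytes 3.89% ± 1.13, 15.4% ± 6.35 and 11.3% ± 11.3. Medaka endothelial cells made up 33.9% ± 10.1 (n = 4) of named cells in uninjured samples, 27.4% ± 3.25 (n = 3) at 3 d.p.i. and 26.7% ± 0.222 (n = 2) at 14 d.p.i. For medaka cardiomyocytes the shares were 26% ± 2.53, 10.0% ± 2.98 and 29.2% ± 16.6. Medaka epicardial cells made up 5.88% ± 2.73, 1.86% ± 1.24 and 4.12% ± 1.16, and leukocytes 32.8% ± 8.07, 58.5% ± 6.49 and 37.8% ± 17.1. These are shares of the cells that survived dissociation and the filters, and they add up to the whole within a sample, so a higher share of a cell type lowers the others.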

Cross-species data integration was effective as both zebrafish and medaka cells were represented in each major cluster (Fig. S1B,C).

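The only cluster without cells of both species was the mural cluster, with 305 zebrafish cells and 0 medaka cells. Mural cells numbered 28 in uninjured zebrafish samples, 21 at 3 d.p.i. and 220 at 14 d.p.i. The smallest representation of medaka among the other named clusters was in an epicardial cluster with 171 zebrafish cells and 1 medaka cell.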

To facilitate dissemination of the data to the research community, we created a freely available web-based application for exploration of the single-cell dataset (Ouyang et al., 2021). This tool allows users to examine and compare gene expression and cell type compositions across both species at all time points. Access and instructions for usage can be found at https://github.com/clay-carey/medaka_zebrafish_regeneration.

### Zebrafish mount an endogenous interferon response to injury

We first compared injury-induced immune responses to determine how medaka might respond differently than zebrafish to immunostimulatory signals released after cryoinjury. Interferon signaling can modulate gene expression in various cell types and may promote regeneration in tissues such as the intestine and skeletal muscle (Cheng et al., 2008; Leibowitz et al., 2021). Previous studies have shown that injection of poly(I:C), a synthetic double-stranded RNA species and a potent activator of interferon signaling via TLR interaction, can enhance revascularization and cardiomyocyte proliferation in injured medaka hearts (Lai et al., 2017; Marín-Juez et al., 2019). To explore whether endogenous interferon signaling may be activated in zebrafish after cryoinjury, we examined the expression of 12 genes previously identified as zebrafish interferon-stimulated genes (ISGs) across different tissue types in our dataset (Levraud et al., 2019). 

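The 12 ISGs were *mxa*, *mxb*, *mxc*, *rsad2*, *isg15*, *ifit10*, *ifit12*, *xaf1*, *stat1a*, *stat1b*, *irf9* and *elof1*. In zebrafish endothelial cells, 11 of them passed the filter on low counts and all 11 were higher at 3 d.p.i., with a median log2 fold change of 1.01 that was not past the threshold as a set (limma's fry test on the edgeR fit, adjusted p = 0.056). Zebrafish epicardial cells gave a median of 1.60 over 11 genes, all 11 of them higher (fry test, adjusted p = 0.0486). The median was 0.66 over 10 genes in leukocytes, of which 8 were higher (fry test, adjusted p = 0.115), and 0.79 over 8 genes in cardiomyocytes, all 8 of them higher (fry test, adjusted p = 0.0486). By 14 d.p.i. the medians were 0.31, 1.14, 0.34 and 0.43 in these cell types, in the same order (fry tests, adjusted p = 0.412, 0.269, 0.487 and 0.412). Without uninjured replicates 1 and 2, the medians at 3 d.p.i. were 0.49, 1.20, 0.66 and 0.70 (fry tests, adjusted p = 0.395, 0.29, 0.395 and 0.29), so no call held within the batch of the other samples. With the genes given to the integration in reverse order, an alternative chosen after seeing the data, the endothelial median was 1.06 and past the threshold (fry test, adjusted p = 0.0357), so this call depends on the clustering. Among single genes in endothelial cells, *mxc* had the largest log2 fold change, 3.74 (standard error 1.17, adjusted p = 0.0782, edgeR), and it rose from 0.415 CPM in uninjured samples to 6.21 CPM at 3 d.p.i. With that order of genes *mxc* was past the threshold at 5.47. Of the 11 genes, 0 passed the threshold there, also when adjusted over the list alone, and 2 had an unadjusted p under 0.05. In epicardial cells *elof1* (log2 fold change 1.02, adjusted p = 0.0199), *mxa* (3.34, adjusted p = 0.0132) and *mxb* (4.64, adjusted p = 0.015) were higher in edgeR's test, and without uninjured replicates 1 and 2 *mxa* (2.77) and *mxb* (4.05) were no longer past the threshold. In leukocytes only *elof1* passed over all genes (log2 fold change 1.06, edgeR adjusted p = 0.0375) and over the list alone. In cardiomyocytes 0 of 8 genes passed, and 1 had an unadjusted p under 0.05. Of the alternatives, leaving out single samples moved the endothelial median between 0.78 without 3 d.p.i. replicate 1 and 1.62 without uninjured replicate 3. An ISG score was the mean of log2(CPM + 1) over the ISGs in a sample, with no filter on low counts. It was 3.98 ± 1.33 (SD, n = 4) in uninjured endothelial cells, 5.32 ± 0.488 (n = 3) at 3 d.p.i. and 4.18 ± 0.739 (n = 6) at 14 d.p.i. This difference at 3 d.p.i. was no larger than the samples' own scatter (exact permutation test, p = 0.171), and the highest uninjured sample scored 5.6.

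**Figure D1:**
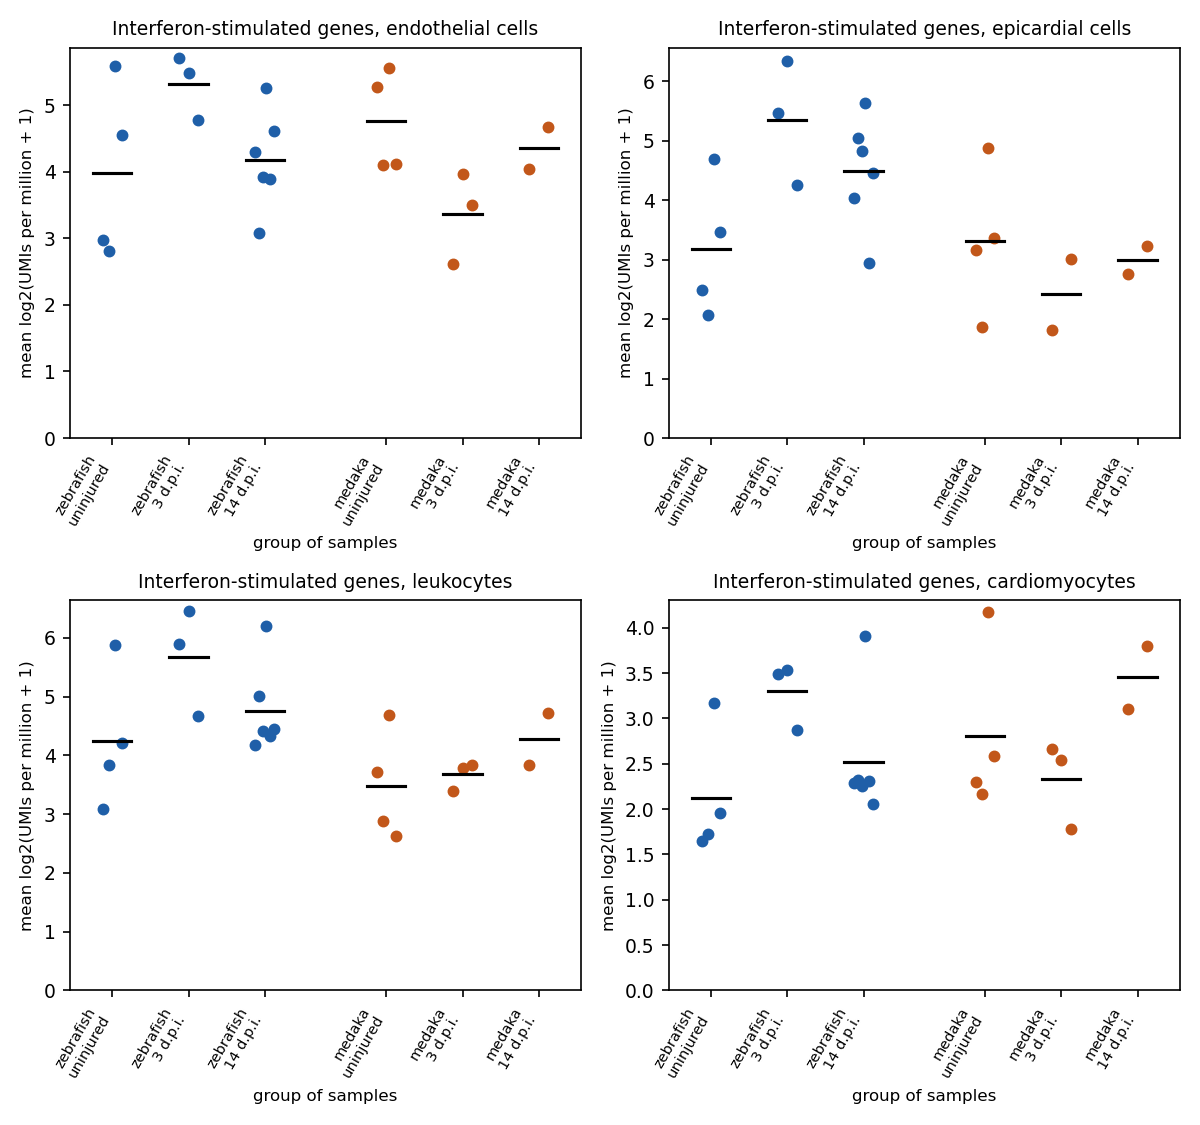
ISG score per sample by time point, for each cell type and species. The score is the mean log2(CPM + 1) of the ISGs in the gene lists of a species, with no filter on low counts. Dots are samples and black lines group means. The endothelial means are 3.98, 5.32 and 4.18 in zebrafish and 4.77, 3.36 and 4.36 in medaka.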

We observed a surge in ISG expression at 3 d.p.i. in the zebrafish endothelial, epicardial, and leukocyte compartments, but not in the myocardium. In contrast, we did not detect ISG upregulation at 3 d.p.i. or 14 d.p.i. in medaka (Fig. 2A). 

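Of the 12 ISG symbols, 6 passed the filter in medaka endothelial cells, leukocytes and cardiomyocytes and 3 in epicardial cells. With no filter on low counts, 6 were tested in each of the 4 cell types. The remaining symbols thus had no counts in medaka under these names, which does not show that their orthologs were weakly expressed. In endothelial cells the median log2 fold change at 3 d.p.i. was −2.06, with 1 of 6 genes higher (limma's fry test on the edgeR fit, adjusted p = 0.0443). Without the filter on low counts it was −2.05 and not past the threshold (fry test, adjusted p = 0.055), and −1.93 and not past it with the genes given to the integration in reverse order (adjusted p = 0.0588), an alternative chosen after seeing the data. *stat1a* fell with a log2 fold change of −2.26 (standard error 0.41, adjusted p = 0.00368, edgeR) from 32.2 to 6.90 CPM, and *xaf1* with −1.85 (standard error 0.25, adjusted p = 0.00095, edgeR) from 21.5 to 5.99 CPM. Adjusted over the list alone, 3 genes were lower. The medians were −0.46 in epicardial cells, −0.90 in leukocytes and −0.88 in cardiomyocytes (fry tests, adjusted p = 0.32, 0.41 and 0.366). Among these, *stat1b* in leukocytes was the only gene past the threshold, with a log2 fold change of 1.25 (standard error 0.37, adjusted p = 0.0351, edgeR). With adjustment over the list alone, 1 gene was higher and 3 were lower in leukocytes, and 1 was lower in epicardial cells and 1 in cardiomyocytes. At 14 d.p.i. the medians were −0.76 in endothelial cells, −0.16 in epicardial cells, 0.51 in leukocytes and 0.22 in cardiomyocytes (fry tests, adjusted p = 0.75 for all 4). Epicardial values at 3 d.p.i. rest on 2 samples, and leaving out single samples moved their median between −0.52 and 0.30.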

Using RNA *in situ* hybridization of injured zebrafish hearts, we observed expression of *isg15*, a highly conserved ISG across vertebrates, in the wound area co-mingled with *kdrl*^+^ endothelial cells at 3 d.p.i., but not in 14 d.p.i hearts. Consistent with the single-cell data, we detected little *isg15* expression in injured or uninjured medaka hearts (Fig. 2B). 

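In zebrafish endothelial cells *isg15* stood at 62.2 ± 79.4 CPM (SD, n = 4) in uninjured samples, 175 ± 88.6 CPM (n = 3) at 3 d.p.i. and 78.2 ± 118.5 CPM (n = 6) at 14 d.p.i. Its log2 fold change at 3 d.p.i. was 1.47 (standard error 1.1, adjusted p = 0.467, edgeR), which did not exceed the spread between samples. The same gene gave log2 fold changes of 2.05 in epicardial cells, 1.51 in leukocytes and 0.85 in cardiomyocytes (edgeR adjusted p = 0.185, 0.437 and 0.843). With uninjured replicates 1 and 2 left out, the values were 0.70 in endothelial cells, 1.20 in epicardial cells and 0.83 in leukocytes. Mural cells of at least 10 per sample were present in 2 uninjured samples, 1 at 3 d.p.i. and 5 at 14 d.p.i., with mean *isg15* levels of 222, 454 and 254.5 CPM and no test. In medaka, *isg15* log2 fold changes were −2.35 in endothelial cells, 0.39 in epicardial cells, −2.65 in leukocytes and −0.92 in cardiomyocytes (edgeR adjusted p = 0.14, 0.796, 0.0643 and 0.786).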

Examination of *isg15* expression by cell cluster revealed upregulation in most zebrafish endothelial, epicardial, and mural cell clusters at 3 d.p.i., consistent with a systemic interferon response to injury in zebrafish (Fig. S2A).

**Fig. 2.**
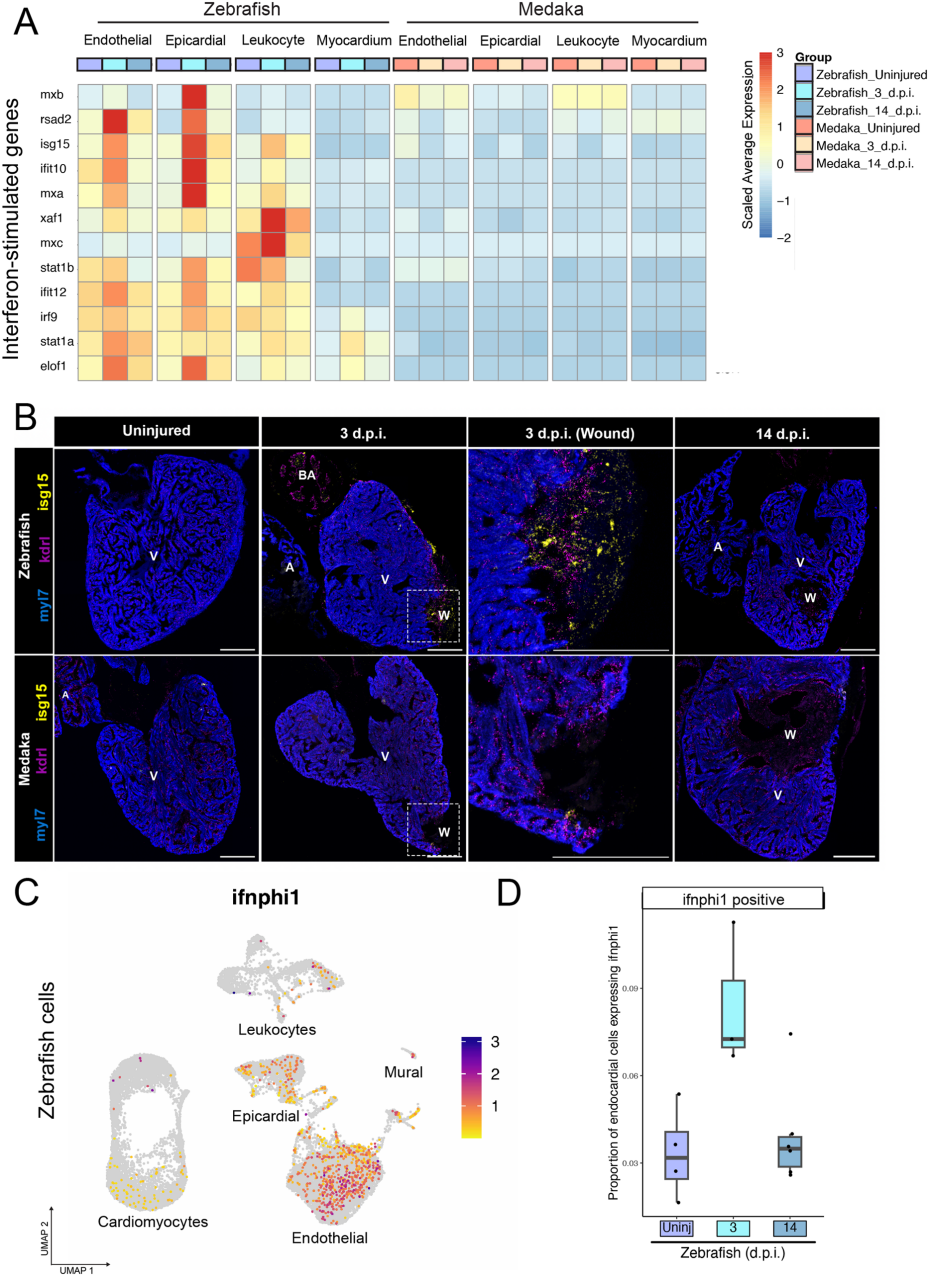
**Medaka lack an endogenous injury-induced interferon response.** (A) Gene expression heatmap showing scaled average gene expression for 12 interferon-stimulated genes in the indicated species and tissue type at each time point. (B) RNA *in situ* hybridization of *isg15* (interferon-responding cells), *kdrl* (endothelial cells), and *myl7* (cardiomyocytes) in ventricle cryosections in the indicated species and time point. Scale bars: 200 µm. Anatomical labels: V, intact ventricle; BA, bulbus arteriosus; W, wound area. Images are representative of at least three individuals at each time point. (C) Gene expression feature plot for *ifnphi1* across all zebrafish cardiac cell types, color scale=expression level. (D) Quantification of proportion of zebrafish endothelial cells expressing *ifnphi1* at each time point.

To investigate the source of post-injury interferon signals in zebrafish, we examined the expression of each interferon isoform annotated in the zebrafish genome. Our analysis revealed that only the *ifnphi1* isoform was expressed in a significant number of zebrafish cells, and it was primarily restricted to endothelial cells (Fig. 2C; Fig. S2B). 

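Interferon transcripts were counted in every named zebrafish cell. *ifnphi1* had 159 UMIs in uninjured endothelial cells, 162 at 3 d.p.i. and 297 at 14 d.p.i. In uninjured samples its level was 8.03 ± 1.89 CPM (SD, n = 4) in endothelial cells, 5.54 ± 1.74 CPM in epicardial cells, 3.95 ± 3.15 CPM in leukocytes and 1.03 ± 0.797 CPM in cardiomyocytes. The share of *ifnphi1*+ cells in uninjured samples was 3.96% ± 1.17 of epicardial cells (37 of 975), at a depth that differs between cell types. *ifnphi2* had 1, 0 and 0 UMIs in all zebrafish cells at the 3 time points. *ifnphi4* had 0 UMIs, and among endothelial cells this allows shares of up to 0.0623% in uninjured samples, 0.167% at 3 d.p.i. and 0.0462% at 14 d.p.i. *ifnphi3* was found in 5, 4 and 3 endothelial cells at the respective time points, and *ifng1* in 5 of 394, 2 of 662 and 6 of 1859 leukocytes.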

After cell quantification, we found that there was an approximately threefold increase in the number of *ifnphi1*^+^ endothelial cells following injury, which returned to baseline levels by 14 d.p.i. 

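In uninjured zebrafish samples, 3.27% ± 1.45 (SD, n = 4) of endothelial cells held at least 1 UMI of *ifnphi1* (146 of 4812 cells), against 9.21% ± 3.71 (n = 3) at 3 d.p.i. (142 of 1800 cells). This is a 2.81-fold difference between the means (exact permutation test, p = 0.0286), and the samples ranged from 1.68% to 5.04% and from 6.46% to 13.4%. By 14 d.p.i. it was 4.10% ± 1.84 (n = 6; exact permutation test against uninjured, p = 0.538). Endothelial cells at 3 d.p.i. were deeper, with a median of 7645 UMIs per cell against 3277. With every cell thinned to 1000 UMIs, the shares were 0.849% ± 0.329 and 0.965% ± 0.129, a 1.14-fold difference that the samples' scatter covers (exact permutation test, p = 0.629). At 14 d.p.i. the thinned share was 0.799% ± 0.257. Thinning left out 35 uninjured cells and 9 cells at 3 d.p.i. Among alternatives for the share, thinning moved it most. The level of *ifnphi1* in endothelial cells, which does not depend on the depth per cell, was 7.96 ± 2.53 CPM at 3 d.p.i. and 9.19 ± 3.63 CPM at 14 d.p.i. Its log2 fold change at 3 d.p.i. was −0.04 (standard error 0.35, adjusted p = 0.963, edgeR), between −0.33 and 0.12 with single samples left out, so the share and the level do not give the same order. Within the batch of the other samples, without uninjured replicates 1 and 2, the uninjured share was 3.84% ± 1.70 and the difference 2.40-fold (exact permutation test, p = 0.2, where the smallest possible p is 0.1). As background, 0.926% ± 0.891 of cardiomyocytes in uninjured samples and 0.655% ± 0.367 at 3 d.p.i. held a UMI of *ifnphi1*, at median depths of 5683.5 and 8537 UMIs.

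**Figure D2:**
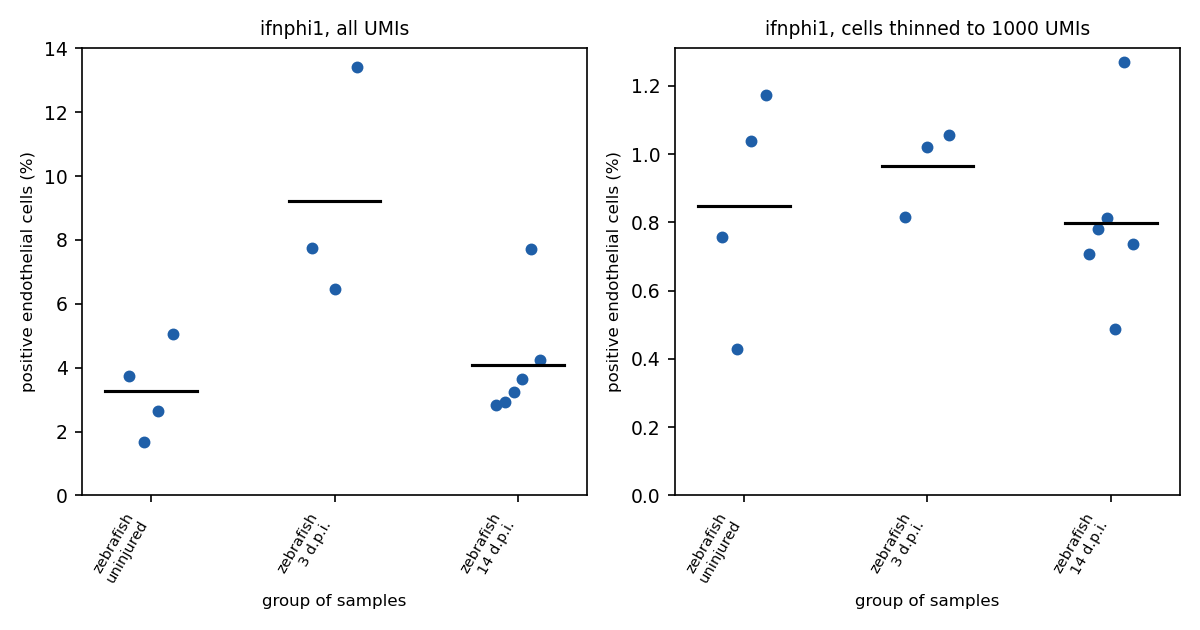
Percentage of zebrafish endothelial cells with at least 1 UMI of *ifnphi1* per sample, with all UMIs and with cells thinned to 1000 UMIs; dots are samples and black lines group means. With all UMIs the means are 3.27%, 9.21% and 4.10%, and after thinning 0.849%, 0.965% and 0.799%.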

(Fig. 2D). These results indicate that endothelial cells are a major source of interferon signaling after injury in zebrafish, possibly in response to damage-associated molecules, which may include immunostimulatory nucleic acids released from necrotic cells (Jounai et al., 2013). The medaka genome lacks annotation of interferon genes, making it difficult to assess whether interferons are produced in response to injury. We identified five medaka genes with putative homology to zebrafish interferon genes based on Ensembl orthology assessments (Fig. S2C). Only one of these genes were expressed in any medaka cell in our dataset, a putative ortholog of *ifng*, which was expressed in some medaka leukocytes, but did not increase in expression after injury (Fig. S2D,E). Therefore, while production of interferon signals cannot be fully ruled out, medaka display a conspicuous lack of ISG response after injury compared to zebrafish.

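The putative *ifng* ortholog, which the files list as ENSORLG00000027228, was found in 95 of 2748 leukocytes from uninjured medaka, 1 of 1177 at 3 d.p.i. and 40 of 1961 at 14 d.p.i. Per sample this was 3.03% ± 2.48 (SD, n = 4), 0.0913% ± 0.158 (n = 3) and 2.03% ± 0.118 (n = 2) of leukocytes. Among uninjured cardiomyocytes, as background, 0.324% held a UMI of it. Its level in leukocytes was 14.6 ± 11.4 CPM in uninjured samples, 0.475 ± 0.823 CPM at 3 d.p.i. and 10.6 ± 3.46 CPM at 14 d.p.i., from 168, 6 and 82 UMIs. The log2 fold change of the ortholog ENSORLG00000027228 at 3 d.p.i. was −4.79 (standard error 1.00, adjusted p = 0.00931, edgeR). Among uninjured T lymphocytes, 81 of 966 cells held a UMI of it, and the leukocytes at 3 d.p.i. included 18 T lymphocytes.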

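In endothelial cells, the log2 fold change of the ISGs at 3 d.p.i. was higher in zebrafish than in medaka by a median log2 difference of 2.90 over 6 genes, all 6 in the same direction (limma's fry test of the interaction on the edgeR fit, adjusted p = 0.0387). The median differences were 3.16 in epicardial cells, 2.53 in leukocytes and 2.19 in cardiomyocytes (fry tests, adjusted p = 0.127, 0.127 and 0.0387). *stat1a* in endothelial cells was the only one of these genes whose interaction passed the threshold by itself, with a log2 difference of 2.89 (standard error 0.55, adjusted p = 0.0146, edgeR). For *isg15* the log2 difference was 3.81 in endothelial cells, 1.78 in epicardial cells and 4.10 in leukocytes (edgeR adjusted p = 0.179, 0.609 and 0.114). Without zebrafish uninjured replicates 1 and 2, the set differences were 2.42 in endothelial cells, 2.35 in epicardial cells, 2.29 in leukocytes and 1.65 in cardiomyocytes (fry tests, adjusted p = 0.194, 0.275, 0.275 and 0.194). The medaka decrease in endothelial cells and the zebrafish increase both enter these differences. The paper reasons from ISG expression in each cell type, from *isg15* in tissue sections and from the few interferon transcripts of medaka (Fig. 2; Fig. S2). It concludes that medaka mount no comparable ISG response, while leaving open that interferon is produced.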

### Medaka display altered injury-responsive macrophage cell populations

Immune cells play a critical role in facilitating immediate injury responses and in modulating tissue regeneration and may represent a key point of phenotypic variation across species (Aurora and Olson, 2014; Godwin et al., 2017). In prior studies, analysis of bulk transcription patterns highlighted the differential expression of immune-related genes in zebrafish and medaka hearts following injury (Lai et al., 2017). We further investigated the immune response in these species by examining immune cell populations through the subsetting and re-clustering of all cell clusters identified as leukocytes (Fig. 3A). 

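Sub-clusters of leukocytes were named with markers of macrophages, T lymphocytes, B lymphocytes and granulocytes. Macrophages made up 40.3% ± 15.4 (SD, n = 4) of zebrafish leukocytes in uninjured samples, 18.7% ± 10.0 (n = 3) at 3 d.p.i. and 32.5% ± 7.65 (n = 6) at 14 d.p.i. In medaka they made up 23.4% ± 6.55 (n = 4), 32.0% ± 7.81 (n = 3) and 30.0% ± 3.36 (n = 2). T lymphocytes made up 24.2% ± 7.90, 13.5% ± 5.08 and 11.1% ± 3.56 of zebrafish leukocytes and 35.8% ± 18.9, 1.47% ± 0.501 and 23.2% ± 0.357 of medaka leukocytes. The corresponding B lymphocyte shares were 1.47% ± 1.71, 18.5% ± 10.1 and 5.16% ± 4.86 in zebrafish and 11.5% ± 6.70, 2.95% ± 2.67 and 13.8% ± 10.6 in medaka. Granulocytes made up 8.53% ± 4.48, 3.28% ± 1.19 and 14.2% ± 17.0 in zebrafish and 5.55% ± 4.52, 11.4% ± 5.88 and 0.527% ± 0.226 in medaka. The zebrafish macrophages numbered 144, 109 and 521 cells at these time points and the medaka macrophages 658, 385 and 584 cells. Among named cells, zebrafish macrophages made up 1.44% ± 0.0516 in uninjured samples and 3.18% ± 2.88 at 3 d.p.i., without a test. Their lower share of leukocytes at 3 d.p.i. thus does not show fewer macrophages. The medaka mean was higher at 3 d.p.i. by both measures. The leukocytes include clusters led by proliferation genes, in which transcripts of other cell types appear. In zebrafish these held 10.8% to 16.1% of leukocytes in uninjured samples and 20.1% to 37.1% at 3 d.p.i.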

By using marker gene expression, we identified five distinct cell clusters, corresponding to macrophages (*cxcr3.2/lgmn*), proliferating macrophages (*mki67*/*pcna*), T lymphocytes (*lck/zap70*), B lymphocytes (*cd79a/pax5*), and granulocytes (*mpx/lyz*) (Fig. 3B).

**Fig. 3.**
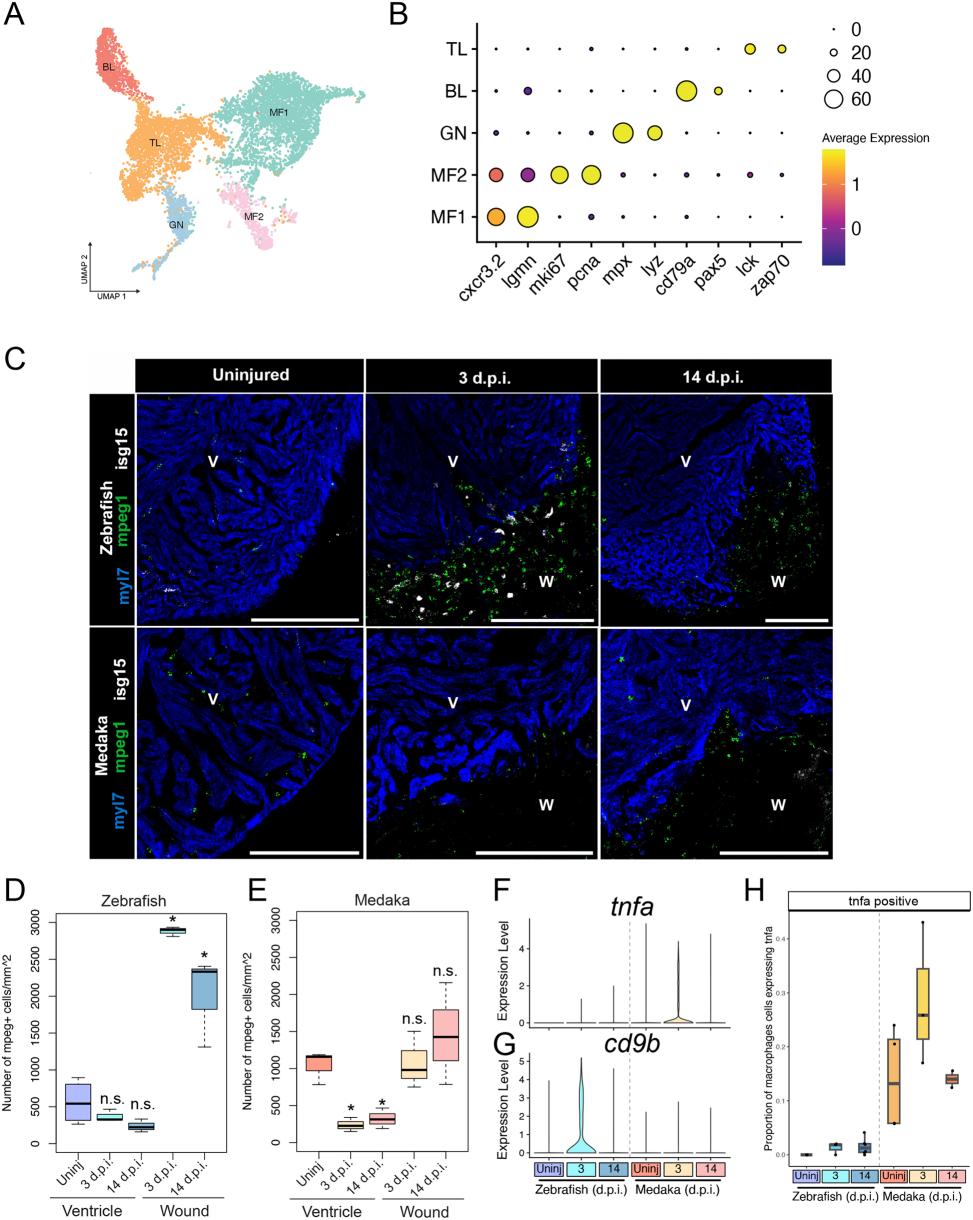
**Medaka display altered tissue-resident and injury-responsive immune cell populations.** (A) UMAP embedding and sub-clustering of all leukocytes, with cells classified as T lymphocytes (TL), B lymphocytes (BL), granulocytes (GN), or macrophages (MF). (B) Gene expression dot plot of marker genes for each immune cell cluster. (C) RNA *in situ* hybridization of *mpeg1.1* (macrophages), *isg15* (interferon response), and *myl7* (cardiomyocytes) in ventricle cryosections in the indicated species and time point. Scale bars: 200 µm, anatomical labels: V, intact ventricle; W, wound area. Representative images are shown from at least three animals at each time point. (D,E) Quantification of number of macrophages per mm^2^ in either the intact myocardium (ventricle) or wound area (wound) in zebrafish (D) or medaka (E) * indicates a *P*-value <0.05 using a *t*-test comparing with uninjured ventricle. n=3 individuals were used for macrophage quantification from each timepoint based on an average of three sections per individual. (F,G) Gene expression violin plots from all macrophages in the indicated time point and species for *tnfa* (F) and *cd9b* (G). (H) Quantification of the proportion of macrophages expressing *tnfa* at each time point in each species.

Macrophages are essential for regeneration in zebrafish, but medaka display altered macrophage recruitment (Lai et al., 2017). To further investigate how medaka macrophages respond to injury, we quantified macrophage dynamics in the intact and injured areas of the zebrafish and medaka ventricle with RNA *in situ* hybridization and imaging of cells expressing macrophage marker *mpeg1.1*. By imaging healthy and injured ventricles, we found that macrophages are highly enriched in the wound area in zebrafish compared to medaka, localizing near cells expressing *isg15* (Fig. 3C). Quantification of *mpeg1.1*^+^ cells in zebrafish demonstrated that macrophage density in the wound is approximately 5-fold higher than in uninjured myocardium at 3 and 14 d.p.i., but macrophage density in the unaffected tissue remains constant (Fig. 3D). In contrast, the wound area in medaka ventricles had a similar density of *mpeg1.1^+^* cells to the intact uninjured ventricle, but the macrophages appeared to be depleted from intact tissue after injury in medaka (Fig. 3E). These results show that medaka have few signs of post-injury macrophage recruitment or proliferation, while zebrafish macrophage populations are highly expanded in the wound area.

We next compared gene expression in zebrafish and medaka macrophages to determine whether they may have different behaviors in response to injury. 

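In zebrafish macrophages *tnfa* had 0 UMIs in uninjured samples, which allows up to 4.26 CPM, and stood at 2.27 ± 3.93 CPM (SD, n = 3) at 3 d.p.i. and 6.10 ± 3.82 CPM at 14 d.p.i. Medaka macrophages held 273 ± 284 CPM (SD, n = 4) of *tnfa* in uninjured samples, 303.5 ± 273 CPM (n = 3) at 3 d.p.i. and 211 ± 26.2 CPM (n = 2) at 14 d.p.i. The log2 fold change of *tnfa* in medaka macrophages at 3 d.p.i. was 0.10 (standard error 1.1, adjusted p = 0.976, edgeR), within the spread between samples. Leaving out single samples moved it between −0.98 and 0.75. Over all leukocytes, the interaction of species and injury for *tnfa* was −1.95 on the log2 scale (adjusted p = 0.541, edgeR).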

Strikingly, medaka macrophages highly upregulated *tnfa* expression at 3 d.p.i. compared to zebrafish, a marker of inflammatory M1-like macrophages (Fig. 3F). Conversely, zebrafish macrophages express higher levels of *cd9b* after injury, a marker of anti-inflammatory M2-like macrophages (Brosseau et al., 2018) (Fig. 3G). 

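*cd9b* in zebrafish macrophages rose from 1.44 ± 2.88 CPM (SD, n = 4) in uninjured samples to 1292 ± 882 CPM (n = 3) at 3 d.p.i., and stood at 103 ± 90.2 CPM at 14 d.p.i. The log2 fold change at 3 d.p.i. was 9.21 (standard error 1.48, adjusted p = 0.00545, edgeR). Only 1 UMI of *cd9b* was counted in the uninjured zebrafish macrophages, against 1589 at 3 d.p.i., and the ratio of the pooled counts has a 95% interval from 183 to 40350. That UMI came from uninjured replicate 2, so without replicates 1 and 2 the uninjured group holds 0 UMIs of *cd9b* and gives no fold. In medaka macrophages *cd9b* stood at 2.05 ± 2.53 CPM (n = 4), 24.7 ± 27.5 CPM (n = 3) and 32.7 CPM at the 3 time points, a log2 fold change of 3.93 at 3 d.p.i. (standard error 1.04, adjusted p = 0.0568, edgeR). With DESeq2 that value was 3.83 and past the threshold. The interaction of species and injury for *cd9b* over all leukocytes was 4.12 on the log2 scale (adjusted p = 0.0792, edgeR).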

Cell quantification from single-cell data showed a slight increase in *tnfa^+^* macrophages in 3 and 14 d.p.i. zebrafish, but uninjured medaka ventricles display a substantially higher population, further increasing after injury (Fig. 3H). 

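In uninjured zebrafish samples 0 of 144 macrophages held a UMI of *tnfa*, which allows a share of up to 2.08%. At 3 d.p.i. 2 of 109 did, a share of 1.28% ± 2.22 (SD, n = 3; exact permutation test, p = 0.429), and at 14 d.p.i. 9 of 512, a share of 2.14% ± 1.54 (exact permutation test, p = 0.0238). Thinned to 1000 UMIs, the zebrafish shares were 0.128% at 3 d.p.i. and 0.512% at 14 d.p.i., the latter with an exact permutation p of 0.0238 against uninjured samples. In medaka the share was 17.6% ± 16.3 (n = 4) of macrophages in uninjured samples (143 of 658 cells) and 28.9% ± 15.0 (n = 3) at 3 d.p.i. (97 of 385 cells). The samples ranged from 3.37% to 34.1% and from 17.8% to 46.1%, so the 1.65-fold difference of the means is smaller than the range of the samples (exact permutation test, p = 0.343). The medaka share at 14 d.p.i. was 13.6% ± 1.80 (n = 2; exact permutation test, p = 0.733). The median depth of medaka macrophages was 3407.5 UMIs in uninjured samples and 6001.5 at 3 d.p.i., and thinned to 1000 UMIs the shares were 10.9% ± 10.8 and 17.4% ± 13.4 (exact permutation test, p = 0.514). Thinning left out 34 uninjured medaka macrophages and 1 at 3 d.p.i. Between uninjured medaka and zebrafish the shares differed by 17.6 percentage points, and by 10.9 after thinning (exact permutation tests, p = 0.0286 each). This species difference had an exact permutation p of 0.133 without zebrafish uninjured replicates 1 and 2, where the smallest possible p is 0.0667. Zebrafish macrophages had a median depth of 4143.5 UMIs in uninjured samples. As background, 0.255% of uninjured medaka cardiomyocytes and 0.833% at 3 d.p.i. held a UMI of *tnfa*, at median depths of 17300 and 15378 UMIs, and 0 zebrafish cardiomyocytes did.

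**Figure D3:**
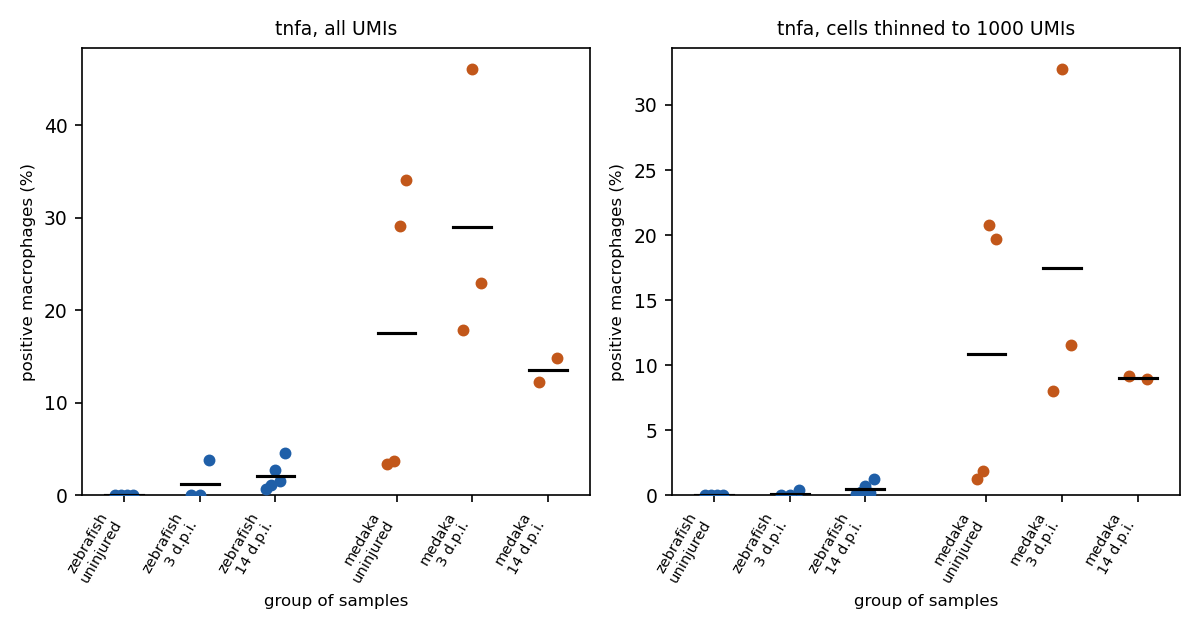
Percentage of macrophages with at least 1 UMI of *tnfa* per sample in zebrafish and medaka, with all UMIs and with cells thinned to 1000 UMIs; dots are samples and black lines group means. With all UMIs the medaka means are 17.6%, 28.9% and 13.6%, and the zebrafish means at 3 and 14 d.p.i. are 1.28% and 2.14%.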

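Over all leukocytes, 1413 of 8938 genes changed at 3 d.p.i. in zebrafish, 792 of them higher and 621 lower, and 2945 had an unadjusted p under 0.05. The number was 1758 without uninjured replicates 1 and 2, with 913 genes shared. Leaving out 3 d.p.i. replicate 2 lowered it to 240. With no filter on low counts, 841 genes were higher and 357 lower. The gene with the smallest adjusted p among those higher was *colec12*, with a log2 fold change of 6.42 (standard error 0.57, adjusted p = 7.44e-05, edgeR) from 2 UMIs in uninjured samples, a ratio of pooled counts with a 95% interval from 27.59 to 827.8. It was followed by *calr3b* (log2 fold change 3.37, edgeR adjusted p = 0.00129) and *ckba* (5.46, edgeR adjusted p = 0.00129), and *disc1* came first among those lower (−2.79, edgeR adjusted p = 0.00129). These zebrafish values carry a limit from clusters led by proliferation genes, in which transcripts of other cell types appear. Without these clusters, an alternative chosen after seeing the data, 247 of 4819 genes changed. In medaka leukocytes 2676 of 11068 genes changed, 1315 higher and 1361 lower, with 4247 at an unadjusted p under 0.05, and 2557 changed without the same clusters. The genes that came first were *ttc39a* (log2 fold change 3.24, edgeR adjusted p = 0.000264), *mrpl33* (2.31, edgeR adjusted p = 0.000407) and *pls3* (4.35, edgeR adjusted p = 0.000407) among those higher, and *nr4a1* (−5.12, edgeR adjusted p = 0.000407) among those lower. The response differed between the species in 286 of 8795 genes by edgeR's interaction test, 150 of them with a log2 fold change that was higher in zebrafish and 136 with one that was higher in medaka, and 1777 had an unadjusted p under 0.05. That number was 644 without zebrafish uninjured replicates 1 and 2, and without the clusters led by proliferation genes 83 of 7161. From *tnfa* and *cd9b* in macrophages (Fig. 3F-H), the paper concludes that medaka macrophages respond in a more inflammatory way than those of zebrafish. From macrophage counts in tissue sections (Fig. 3C-E), it concludes that fewer macrophages are recruited in medaka.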

Our findings show that although medaka have lower macrophage recruitment, they exhibit a more pro-inflammatory response to injury, highlighting a crucial difference in the immune response to injury between the two species.

### Zebrafish and medaka share a partially overlapping fibrotic response to injury

Formation of a fibrotic scar following cardiac injury is an evolutionarily conserved trait among vertebrates (Vivien et al., 2016). In zebrafish, the scar is chiefly deposited by activated fibroblasts derived from pre-existing epicardial and endothelial cells, but it remains unclear how this process might differ in species that exhibit permanent scarring (González-Rosa et al., 2012; Hu et al., 2022). We investigated whether medaka might differ in their fibrotic response to injury compared to zebrafish. To identify individual cell types contributing to fibrosis, we first conducted a re-clustering of all cells expressing the endothelial markers *kdrl* and *fli1a*, along with perivascular cells expressing mural cell markers *rgs5a* and *pdgfrb*. This process led to the identification of 11 cell clusters, categorized using marker gene expression as endocardial endothelium cells (eECs), fibroblast-like endothelial cells (fECs), coronary endothelium cells (cECs), and lymphatic endothelium cells (lECs) (Fig. S4A,B). Cells in the fEC cluster expressed high levels of collagen isoforms *col1a2* and *col5a1*, as well as *postna* and *twist1b*, markers of a transition to a mesenchymal activated fibroblast state but maintained expression of endothelial cell markers *fli1a/kdrl* but not epicardial markers *tcf21/tbx18* (Fig. S3A,C).

To investigate the contributions of epicardial-derived cells to the fibrotic response, we re-clustered all cells expressing epicardial-specific markers *tcf21* and *tbx18*, resulting in cell clusters consisting of three epicardial cell types: canonical epicardial cells (cEPs), fibroblast-like epicardial cells (fEPs), and a zebrafish-specific cluster of epicardial cells (zEPs) (Fig. 4C). The fEP cells are characterized by the expression of epithelial to mesenchymal transition marker *twist1b*, along with fibrotic-response genes periostin-b (*postnb*) and collagen isoforms such as *col12a1b*. In contrast, the zEP cells express cell-adhesion proteins, including *cldnc* and *jam2b*, distinct from other epicardial cell types. Cells in the cEP instead maintain *tcf21/tbx18* expression without expressing these functional markers (Fig. 4D; Fig. S3B).

**Fig. 4.**
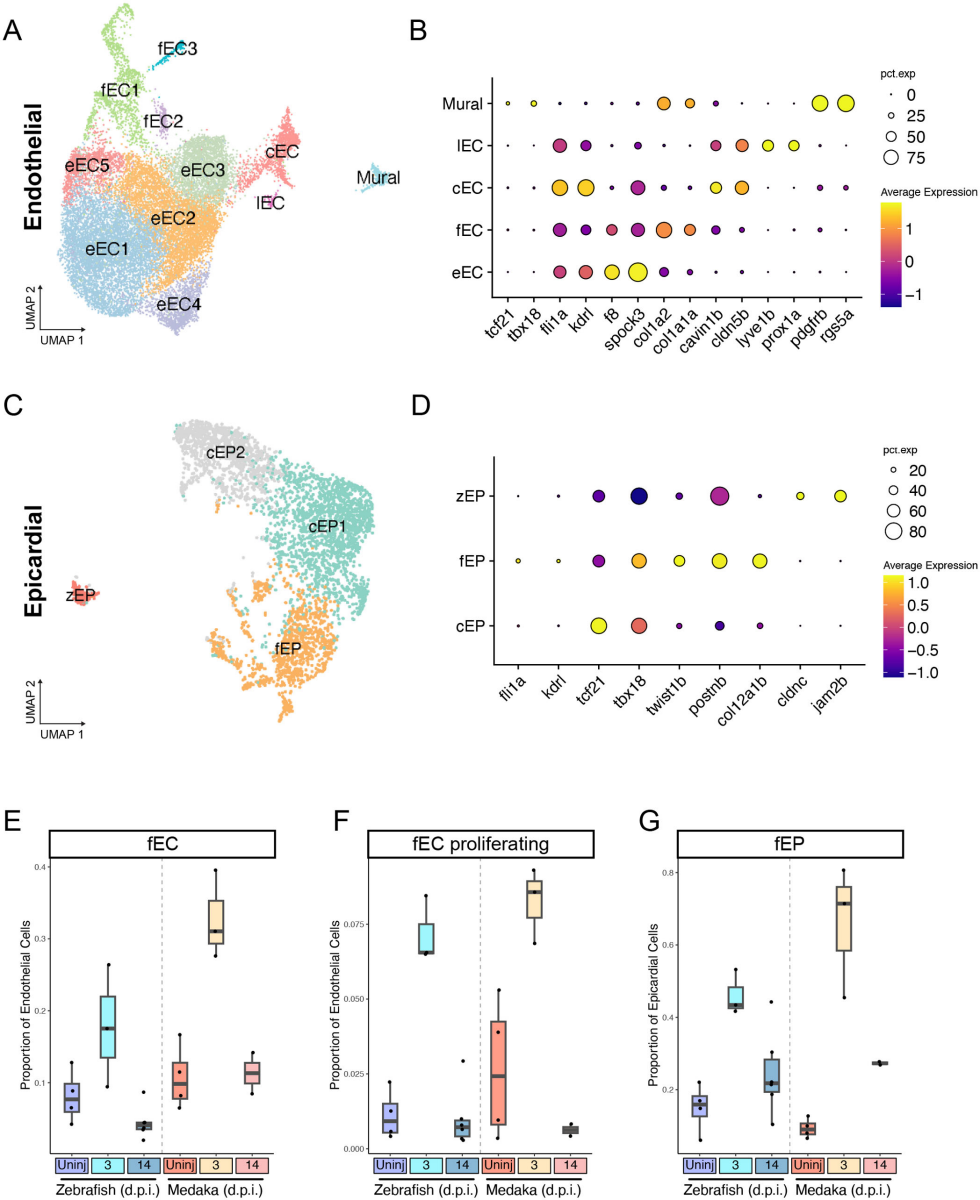
**Zebrafish and medaka share a partially overlapping fibrotic response to injury.** (A) UMAP embedding of re-clustered endothelial and mural cells classified as either endocardial endothelium (eEC), coronary endothelium (cEC), lymphatic endothelium (lEC), fibroblast-like endothelial cells (fEC), and mural cells (mural). (B) Gene expression dot plot of marker genes for each endothelial cell classification. (C) UMAP embedding of re-clustered epicardial cells classified as canonical epicardial cells (cEP), fibroblast-like epicardial cells (fEP), or zebrafish-specific epicardial cells (zEP). (D) Gene expression dot plot of marker genes for each epicardial cell classification. (E,F) Quantification of proportion of endothelial (E,F) or epicardial (G) cells classified as the indicated cell type.

Having identified activated fibroblast-like cells from both endothelial and epicardial compartments, we next investigated how these cell populations respond to injury in both species. We first calculated the proportion of endothelial cells in the fEC clusters in each sample. Both zebrafish and medaka display a 2-3-fold increase in fEC cell proportion at 3 d.p.i., and a return to baseline levels by 14 d.p.i. 

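Sub-clusters of endothelial cells were named fEC from fixed markers, which include collagens, *postna* and *twist1b*, while the clusters themselves were built without these genes. In zebrafish, fEC made up 6.19% ± 3.77 (SD, n = 4) of endothelial cells in uninjured samples (322 of 4812 cells) and 12.2% ± 7.80 (n = 3) at 3 d.p.i. (193 of 1800 cells). The 1.98-fold difference did not exceed the spread between samples (exact permutation test, p = 0.257). Leaving out uninjured replicates 1 and 2 gave an uninjured share of 6.12% ± 1.69 and a 2.00-fold difference (exact permutation test, p = 0.4). By 14 d.p.i. the zebrafish share was 3.53% ± 1.64 (n = 6; exact permutation test against uninjured, p = 0.171). In medaka the fEC share was 3.11% ± 1.47 (n = 4) in uninjured samples (113 of 3062 cells) and 28.9% ± 11.1 (n = 3) at 3 d.p.i. (154 of 570 cells), a 9.32-fold difference (exact permutation test, p = 0.0286). At 14 d.p.i. it was 9.31% ± 0.616 (n = 2), with an exact permutation p of 0.0667 against uninjured, the smallest that 4 samples against 2 allow. Across the alternatives the medaka difference lay between 3.86-fold and 13.7-fold.

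**Figure D4:**
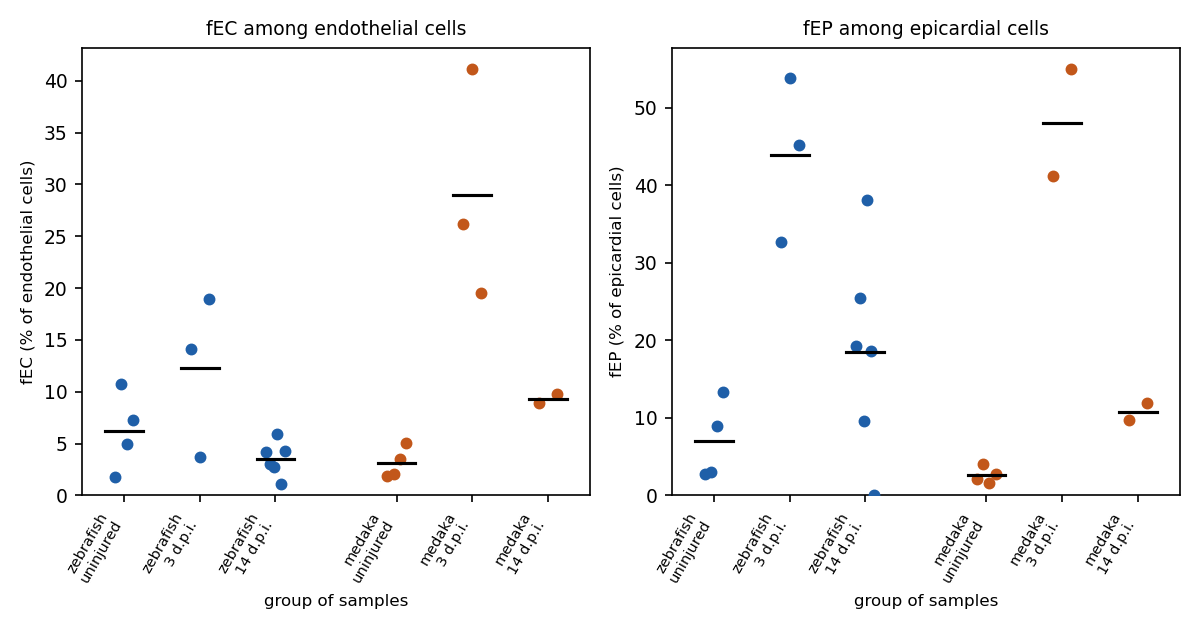
Fibroblast-like cells per sample as a percentage of endothelial cells (fEC) and of epicardial cells (fEP) in each species and time point; dots are samples and black lines group means. The fEC means are 6.19%, 12.2% and 3.53% in zebrafish and 3.11%, 28.9% and 9.31% in medaka.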

(Fig. 4E). We next investigated the factors that define the individual fEC clusters. Among these cells, clusters fEC2 and fEC3 were most strongly marked by expression of cell cycle progression markers (Fig. S3A). Furthermore, cell cycle scoring using Seurat v4 indicated that cells in clusters fEC2 and fEC3 are nearly uniformly in S or G2M phase, respectively (Fig. S3D). These proliferating fibroblast-like cells also increased in proportion after injury in both species and returned to normal levels by 14 d.p.i. 

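Among endothelial cells 1 sub-cluster of 434 cells was led by proliferation genes, but the fixed markers did not name it fEC, so the share of endothelial cells with at least 1 UMI of *mki67* or *top2a* was used. In zebrafish it was 0.182% ± 0.363 (SD, n = 4) in uninjured samples (6 of 4812 cells) and 3.13% ± 1.76 (n = 3) at 3 d.p.i. (47 of 1800 cells; exact permutation test, p = 0.0286). Thinned to 1000 UMIs the shares were 0.0592% ± 0.118 and 0.217% ± 0.0430, a 3.66-fold difference (exact permutation test, p = 0.114). All 6 uninjured cells came from replicate 1. Without uninjured replicates 1 and 2, 0 of 2494 uninjured cells were positive, against 3.13% ± 1.76 at 3 d.p.i. (exact permutation test, p = 0.2, with 2 and 3 samples), and the smallest possible p is 0.1. At 14 d.p.i. the zebrafish share was 0.397% ± 0.808 (n = 6; exact permutation test, p = 0.781). In medaka the share was 1.42% ± 0.814 (n = 4) in uninjured samples (36 of 3062 cells) and 14.1% ± 3.15 (n = 3) at 3 d.p.i. (76 of 570 cells), a 9.89-fold difference, and 6.15-fold after thinning, from 0.264% ± 0.122 to 1.62% ± 0.361 (exact permutation tests, p = 0.0286 each). At 14 d.p.i. it was 1.47% ± 0.822 (n = 2; exact permutation test, p = 1.0). Median depths per cell for these medaka endothelial cells were 5388.5 UMIs in uninjured samples and 13617 at 3 d.p.i. The same measure in cardiomyocytes was 0.502% in uninjured zebrafish and 2.54% at 3 d.p.i., at 5683.5 and 8537 UMIs per cell, and 3.14% and 5.09% in medaka, at 17300 and 15378. A cluster of 671 cells that *top2a* and *mki67* led in the clustering of all cells was named leukocyte. Dividing endothelial cells placed in it would be missing from the endothelial shares.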

(Fig. 4F). 

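Epicardial sub-clusters were named in the same way, with fEP for fibroblast-like cells. In zebrafish, 7.04% ± 5.11 (SD, n = 4) of epicardial cells were fEP in uninjured samples (89 of 975 cells) and 43.9% ± 10.7 (n = 3) at 3 d.p.i. (203 of 456 cells), a 6.24-fold difference (exact permutation test, p = 0.0286). Among the samples other than uninjured replicates 1 and 2, the uninjured share was 11.2% ± 3.09 and the difference 3.93-fold (exact permutation test, p = 0.1, the smallest that 2 samples against 3 allow). In zebrafish at 14 d.p.i. the share was 18.5% ± 13.1 (exact permutation test against uninjured, p = 0.138). In medaka the fEP share was 2.62% ± 1.07 (n = 4) in uninjured samples (13 of 476 cells), 48.1% ± 9.77 (n = 2) at 3 d.p.i. (18 of 37 cells) and 10.8% ± 1.54 (n = 2) at 14 d.p.i. Both later values gave the smallest p that 4 samples against 2 allow (exact permutation tests, p = 0.0667 each). The remaining medaka sample at 3 d.p.i. held only 3 epicardial cells and was left out. Keeping it, an alternative chosen after seeing the data, gave a share of 54.3% (exact permutation test, p = 0.0286).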

Among epicardial cells, we observed a similar increase in the proportion of collagen-producing fEP cells in both species (Fig. 4G). Thus, both zebrafish and medaka employ a strategy of fibroblast activation from both endothelial and epicardial compartments after injury, with a shared proliferative response in endothelium-derived cells that contribute to collagen production and scar formation.

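In zebrafish endothelial cells, 653 of 12926 genes changed at 3 d.p.i., 312 of them higher and 341 lower, and 2882 had an unadjusted p under 0.05. This number rested on single samples, as it fell to 0 without 3 d.p.i. replicate 1 or replicate 3, where 2214 and 2042 genes had an unadjusted p under 0.05. With uninjured replicates 1 and 2 left out it was 3176, with 596 genes shared. With no filter on low counts, 191 genes were higher and 132 lower. *chst11* (log2 fold change 3.15, standard error 0.39), *cap1* (2.90, 0.37) and *si:dkey-42i9.6* (1.55, 0.21) came first among the genes higher and *phf20b* (−1.77, 0.22) among those lower, each with an adjusted p of 0.00881 (edgeR), and all 4 lost the call without 3 d.p.i. replicate 1 or replicate 3. In medaka endothelial cells 3558 of 11733 genes changed, 1886 higher and 1672 lower, with 5026 at an unadjusted p under 0.05. *dynll1* (log2 fold change 3.1), *s100a10b* (3.66) and *tmed9* (4.41, edgeR adjusted p = 2.44e-05 for each of the 3) came first among those higher and *prelp* (−3.92, edgeR adjusted p = 0.000191) among those lower. Zebrafish epicardial cells gave 3340 changed genes of 11765, 1805 higher and 1535 lower, with 4840 at an unadjusted p under 0.05 and 4598 changed without uninjured replicates 1 and 2. The leading genes were *adamtsl7* (log2 fold change 7.47, edgeR adjusted p = 5.84e-05), *lrrc17* (5.27, edgeR adjusted p = 8.18e-05) and *gale* (4.06, edgeR adjusted p = 8.81e-05) among those higher and *cdkn1bb* (−2.59, edgeR adjusted p = 0.000109) among those lower. *adamtsl7* rests on 2 UMIs in uninjured samples, and its ratio of pooled counts has a 95% interval from 61.87 to 1855. In medaka epicardial cells, with 4 samples against 2, 1550 of 7512 genes changed, 929 higher and 621 lower, with 2718 at an unadjusted p under 0.05. With no filter on low counts the split was 1074 higher and 1147 lower, and the median of all genes shifted from −0.12 to −0.36 on the log2 scale. *fn1* (log2 fold change 7.18, edgeR adjusted p = 0.000462), *cycsb* (6.15) and *eno1a* (4.18, edgeR adjusted p = 0.000761 for both) came first among those higher. *cyp2n13* came first among those lower, with 523 UMIs in uninjured samples and 0 at 3 d.p.i., at least 52.43-fold lower (edgeR adjusted p = 0.00121). The response differed between the species in 393 of 9263 genes in endothelial cells and 261 of 7835 in epicardial cells (edgeR's interaction test, adjusted p under 0.05), with 1815 and 1527 at an unadjusted p under 0.05. In endothelial cells 190 of these had a log2 fold change that was higher in zebrafish and 203 one that was higher in medaka, and in epicardial cells 131 and 130 did. These numbers were 1078 and 459 without zebrafish uninjured replicates 1 and 2. The paper reasons from the rise of fEC and fEP cells and of proliferating fECs in both species (Fig. 4E-G), and concludes that activation of fibroblasts from these compartments is shared.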

We know relatively little about the makeup and dynamics of cardiac scar tissue between regenerating and non-regenerating species. To investigate whether zebrafish might have a unique scar composition, we compared expression of all detectable collagen isoforms in all epicardial and endothelial cell types in both species. It has been observed previously that zebrafish epicardial-derived fibroblasts upregulate collagen XII isoforms after injury, and that these populations promote regeneration (Hu et al., 2022; Marro et al., 2016). We observe a strong upregulation in expression and proportion of epicardial cells expressing collagens *col12a1a* and *col12a1b* in zebrafish, but a substantially more muted upregulation in medaka (Fig. S3E). In addition, while most collagens we examined were upregulated in both species after injury, zebrafish epicardial and endothelial cells upregulated collagen V and VI isoforms not seen in medaka (Fig. S3E). 

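In zebrafish epicardial cells *col12a1a* rose from 22.1 CPM in uninjured samples to 1323 CPM at 3 d.p.i. and stood at 411 CPM at 14 d.p.i. Its log2 fold change at 3 d.p.i. was 5.79 (standard error 0.84, adjusted p = 0.000561, edgeR), and 5.90 without uninjured replicates 1 and 2. *col12a1b* went from 14.9 to 958 CPM, a log2 fold change of 5.80 (standard error 1.12, adjusted p = 0.00246, edgeR), and 5.03 without these replicates. In medaka epicardial cells *col12a1a* went from 1.65 CPM, on 5 UMIs, to 199 CPM at 3 d.p.i. and 156 CPM at 14 d.p.i., a log2 fold change of 6.91 (standard error 0.96, adjusted p = 0.00273, edgeR). Medaka *col12a1b* went from 35.3 to 51.6 CPM (log2 fold change 0.63, standard error 0.59, adjusted p = 0.461, edgeR). The interaction of species and injury was −0.95 for *col12a1a* (standard error 0.85, adjusted p = 0.583, edgeR) and 5.27 for *col12a1b* (standard error 1.20, adjusted p = 0.0265, edgeR), the latter 4.48 without zebrafish uninjured replicates 1 and 2.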

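Among the collagens of Fig. S3E, 24 were tested in zebrafish epicardial cells, of which 11 were higher and 3 lower at 3 d.p.i., with 17 at an unadjusted p under 0.05 and 13 higher and 4 lower when adjusted over the list alone. In zebrafish endothelial cells 0 of 18 passed the threshold, and 8 had an unadjusted p under 0.05. In medaka, 2 of 9 were higher and 2 lower in endothelial cells (*col1a1b*, *col4a1*, *col5a2a* and *col8a2*), with 5 at an unadjusted p under 0.05, and 1 of 10, *col12a1a*, was higher in epicardial cells, with 3 at an unadjusted p under 0.05. *col5a2a* in zebrafish epicardial cells rose from 203 to 838 CPM (log2 fold change 1.92, standard error 0.33, adjusted p = 0.00127, edgeR; 1.97 without uninjured replicates 1 and 2). *col6a1* rose from 252 to 510.3 CPM (log2 fold change 0.88, edgeR adjusted p = 0.0381) and *col6a2* from 213 to 447 CPM (0.94, edgeR adjusted p = 0.0304), with 1.24 and 1.15 without these replicates. In medaka epicardial cells *col6a1* (log2 fold change −0.64, edgeR adjusted p = 0.442) and *col6a2* (−1.24, edgeR adjusted p = 0.192) did not pass. Medaka endothelial cells raised *col5a2a* from 5.21 to 64.6 CPM (log2 fold change 3.61, standard error 0.48, adjusted p = 0.00095, edgeR) and *COL6A3* from 65.7 to 178 CPM (1.44, standard error 0.38, adjusted p = 0.0174, edgeR). *COL6A3*, a symbol close to the paper's names, was added after the values of the exact names were seen. The interaction for *col5a2a* was −2.55 in endothelial cells (adjusted p = 0.0309, edgeR) and 1.22 in epicardial cells (adjusted p = 0.145, edgeR), and for *col6a1* and *col6a2* in epicardial cells 1.65 and 2.28 (edgeR adjusted p = 0.164 and 0.0863).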

Matrix metalloproteinases (mmps) degrade collagen matrices and have been proposed to play important roles during regeneration and scar clearance (Gamba et al., 2017; Xu et al., 2018). 

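Of the mmps of Fig. S3F, 7 were tested in zebrafish endothelial cells. All 7 were higher at 3 d.p.i., with log2 fold changes from 0.44 to 1.41, and 0 passed the threshold or had an unadjusted p under 0.05. In zebrafish epicardial cells *mmp15a* rose from 18.6 to 133.5 CPM (log2 fold change 2.67, standard error 0.53, adjusted p = 0.00263, edgeR; 2.16 without uninjured replicates 1 and 2). *mmp15b* rose from 1.23 to 20.2 CPM (log2 fold change 3.66, standard error 1.14, adjusted p = 0.0281, edgeR), and at 3.34 without these replicates it was no longer past the threshold. In medaka endothelial cells *mmp19* rose from 0.934 to 5.11 CPM (log2 fold change 2.37, standard error 0.47, adjusted p = 0.00517, edgeR) and *mmp9* from 9.49 to 53.3 CPM (2.48, standard error 0.81, adjusted p = 0.044, edgeR), while the other 6 of 8 mmps did not pass. In medaka epicardial cells *mmp19* (log2 fold change 4.42, edgeR adjusted p = 0.00382) and *mmp9* (3.38, edgeR adjusted p = 0.00924) were higher and *mmp17a* (−1.99, edgeR adjusted p = 0.0398) lower. The interaction of species and injury for *mmp15a* was 1.77 in endothelial cells and 4.04 in epicardial cells (edgeR adjusted p = 0.261 and 0.0591), and for *mmp9* −1.06 and −3.11 (edgeR adjusted p = 0.702 and 0.0743). Leaving out zebrafish uninjured replicates 1 and 2, the *mmp15a* interaction in epicardial cells was 3.44 and past the threshold.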

We compared expression levels of all expressed mmp genes and found shared upregulation of several mmps in endothelial cells of both species, but also species-specific upregulation of *mmp15/16* in zebrafish and *mmp19* in medaka (Fig. S3F). Thus, while aspects of the fibrotic response program are shared between species, zebrafish fibroblasts upregulate a subset of collagens and matrix remodeling factors distinct from medaka. It remains to be determined what role, if any, these collagen and mmp isoforms play during regeneration.

### Medaka epicardial and endothelial cells fail to produce many pro-regenerative signals

Endothelial and epicardial cells are a major source of signals that promote revascularization and cardiomyocyte proliferation after cardiac injury in zebrafish (Fernandez et al., 2018; Masters and Riley, 2014). To determine which of these signals are unique to the regenerating heart, we examined expression patterns for four well-characterized pro-regenerative signals: neuregulin-1 (*nrg1*), retinoic acid synthesizing enzyme *aldh1a2*, ciliary neurotrophic factor (*cntf*), and the chemokine *cxcl12a.* Examination of their expression patterns revealed that each of the four genes were most predominantly expressed in epicardial and endothelial cells (Fig. 5A).

**Fig. 5.**
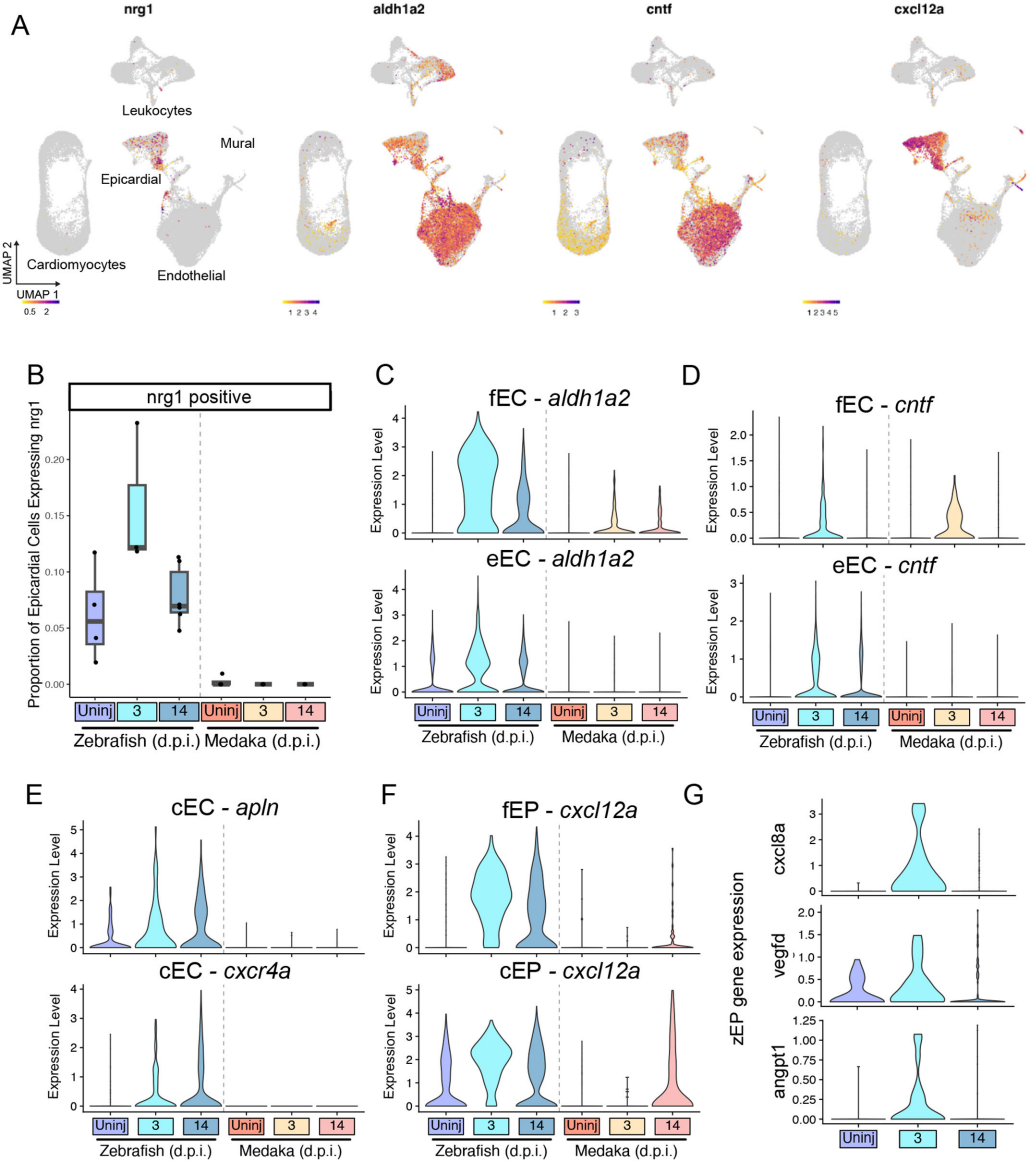
**Medaka epicardial and endothelial cells fail to produce many pro-regenerative signals.** (A) Gene expression feature plots for the indicated pro-regenerative genes in all cells. (B) Quantification of the proportion of all epicardial cells expressing *nrg1* in the indicated species and time point (C-G). Gene expression violin plots showing induction of pro-regenerative signals in the indicated species and time point comparing: (C) *aldh1a2* expression in fEC and fEP cells, (D) *cntf* expression in fEC and eEC cells, (E) *cxcl12a* expression in fEP and cEP cells, (F) *cxcr4a* and *apln* expression in cEC cells, and (G) *cxcl8a*, *vegfd*, and *angpt1* expression in zEP cells.

The secreted peptide nrg1 influences cellular survival and proliferation through interactions with epidermal growth factor receptors (D'Uva et al., 2015). After cardiac injury, *nrg1* has been shown to be upregulated in epicardial-derived cells of the zebrafish heart and is sufficient to promote cardiomyocyte proliferation and cardiac hypertrophy, indicating a critical role in regeneration (Gemberling et al., 2015). We examined *nrg1* expression patterns and found that it is mostly restricted to epicardial cells and a small number of endothelial cells (Fig. S4A). 

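In uninjured zebrafish samples 5.02% ± 3.13 (SD, n = 4) of epicardial cells held at least 1 UMI of *nrg1* (44 of 975 cells), against 17.0% ± 7.94 (n = 3) at 3 d.p.i. (74 of 456 cells), a 3.39-fold difference (exact permutation test, p = 0.0286). At 14 d.p.i. the share was 7.45% ± 2.39 (n = 6; exact permutation test against uninjured, p = 0.186). Zebrafish epicardial cells had a median of 6529 UMIs in uninjured samples and 23784 at 3 d.p.i. With every cell thinned to 1000 UMIs, which left out 6 and 2 cells, the shares were 1.14% ± 0.718 and 1.06% ± 0.436, a 0.931-fold difference (exact permutation test, p = 0.857), and 1.9% ± 0.699 at 14 d.p.i. (p = 0.148 in the same exact test). The level of *nrg1* was 11.0 ± 8.50 CPM in uninjured samples, 9.94 ± 4.01 CPM at 3 d.p.i. and 16.2 ± 5.73 CPM at 14 d.p.i. Its log2 fold change at 3 d.p.i. was −0.29 (standard error 0.51, adjusted p = 0.71, edgeR), and 0.37 without uninjured replicate 3. Leaving out uninjured replicates 1 and 2 gave an uninjured share of 6.02% ± 3.55 and a 2.83-fold difference (exact permutation test, p = 0.2, where the smallest possible p is 0.1). With cell types from clusters made without integration, the shares differed by 5.62 percentage points (exact permutation test, p = 0.114). As background, 0.556% ± 0.750 of leukocytes in uninjured samples and 0.287% ± 0.280 at 3 d.p.i. held a UMI of *nrg1*, at median depths of 3308.2 and 2417 UMIs.

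**Figure D5:**
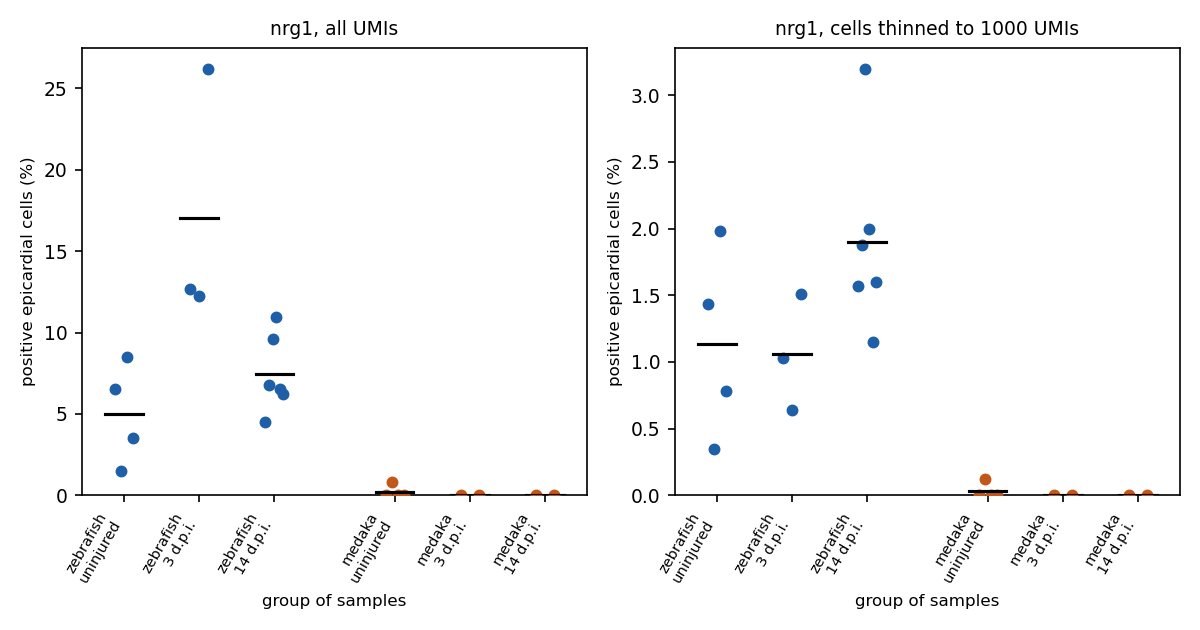
Percentage of epicardial cells with at least 1 UMI of *nrg1* per sample in zebrafish and medaka, with all UMIs and with cells thinned to 1000 UMIs; dots are samples and black lines group means. The zebrafish means are 5.02%, 17.0% and 7.45% with all UMIs and 1.14%, 1.06% and 1.9% after thinning.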

We quantified the number of *nrg1+* epicardial cells and found a ∼2-fold increase at 3 d.p.i. in zebrafish, returning to base levels by 14 d.p.i. In contrast to zebrafish, we detected few *nrg1*+ medaka epicardial cells in any condition (Fig. 5B). 

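In medaka, 1 of 476 epicardial cells held a UMI of *nrg1* in uninjured samples, a share of 0.203% ± 0.407 (SD, n = 4). At 3 d.p.i. 0 of 37 cells did, which allows a share of up to 8.11%, and at 14 d.p.i. 0 of 240 cells, which allows up to 1.25%. The level of *nrg1* was 0.695 CPM in uninjured samples, and the counts of 0 allow up to 3.43 CPM at 3 d.p.i. and 0.876 CPM at 14 d.p.i. As background, 0.0275% of uninjured medaka leukocytes held a UMI of *nrg1*. The interaction of species and injury for *nrg1* in epicardial cells was 2.70 on the log2 scale (standard error 3.38, adjusted p = 0.725, edgeR), so a difference between the species in the change at 3 d.p.i. was not detectable at this depth.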

The lack of *nrg1* expression from the medaka epicardium may partially explain a lack of cardiomyocyte proliferation and regeneration.

Signaling by retinoic acid (RA), synthesized in zebrafish by the enzyme aldh1a2, is critical for development and regeneration across many types of organs and tissues (Ghyselinck and Duester, 2019). In zebrafish, injury-induced RA synthesis in the epicardium and endocardium is indispensable for cardiac regeneration (Kikuchi et al., 2011). We observed *aldh1a2* expression in both epicardial and endothelial cells (Fig. 5A; Fig. S4B). 

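In zebrafish fEC, *aldh1a2* stood at 117 ± 101 CPM (SD) in uninjured samples and 1258 ± 315 CPM at 3 d.p.i., a log2 fold change of 3.2 (standard error 0.57, adjusted p = 0.00736, edgeR), and 2.79 without uninjured replicates 1 and 2. Over all zebrafish endothelial cells *aldh1a2* rose from 109 to 544 CPM (log2 fold change 2.29, standard error 0.39, adjusted p = 0.013, edgeR; 2.25 without these replicates), and in epicardial cells from 40.9 to 254 CPM (2.52, standard error 0.42, adjusted p = 0.00102, edgeR; 2.94 without them). In medaka fEC it stood at 32.5 ± 4.13 CPM (n = 3) in uninjured samples and 59.6 ± 15.8 CPM at 3 d.p.i. (log2 fold change 0.72, standard error 0.38, adjusted p = 0.152, edgeR). The log2 fold change in all medaka endothelial cells was 1.45 (standard error 0.58, adjusted p = 0.0851, edgeR) and in epicardial cells 0.72 (adjusted p = 0.269, edgeR). The interaction of species and injury for *aldh1a2* was 0.93 in endothelial cells (standard error 0.75, adjusted p = 0.534, edgeR) and 1.98 in epicardial cells (standard error 0.59, adjusted p = 0.0758, edgeR), the latter 2.30 and past the threshold without zebrafish uninjured replicates 1 and 2.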

Among endothelial cells, *aldh1a2* was strongly induced among the zebrafish fibroblast-like fEC at 3 d.p.i., and to a lesser extent in medaka fEC. Zebrafish eEC cells also upregulated *aldh1a2* after injury, but this response was not observed in medaka (Fig. 5C), consistent with prior reports that failed to detect endocardial RA synthesis response in medaka (Ito et al., 2014). Signaling by *cntf* has a well-established role in neural regeneration and has recently been shown to enhance ventricular regeneration when exogenously supplied to zebrafish (Bise et al., 2019; Sahenk et al., 1994). We find evidence for endogenous *cntf* expression predominantly in endothelial cells (Fig. S4C). Similar to *aldh1a2* expression patterns, we observe a strong induction of *cntf* in fEC cells in both zebrafish and medaka, but expression of *cntf* among eEC cells was only observed in zebrafish (Fig. 5D). Together, these results suggest that the endocardium of medaka, the most abundant cell type in the heart, fails to mount a systemic pro-regenerative response to injury as seen in zebrafish.

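In zebrafish fEC *cntf* stood at 45.2 ± 22.5 CPM (SD) in uninjured samples, 36.4 ± 6.73 CPM at 3 d.p.i. and 31.5 CPM at 14 d.p.i., a log2 fold change of −0.43 at 3 d.p.i. (standard error 0.45, adjusted p = 0.576, edgeR). Over all zebrafish endothelial cells *cntf* stood at 84.4, 68.1 and 89.8 CPM (log2 fold change −0.34, standard error 0.32, adjusted p = 0.586, edgeR). These log2 fold changes, without uninjured replicates 1 and 2, were 0.13 and 0.13. The medaka files list no gene under the symbol *cntf*, so *cntfa* was used, a choice made after the values of the exact names were seen. In medaka fEC *cntfa* rose from 6.94 ± 9.26 to 40.7 ± 11.0 CPM (log2 fold change 1.92, standard error 0.57, adjusted p = 0.016, edgeR), and over all medaka endothelial cells from 3.27 to 28.4 CPM (3.19, standard error 0.48, adjusted p = 0.00152, edgeR).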

The zebrafish ventricle rapidly revascularizes after injury, but medaka have limited re-growth of blood vessels after injury (Ito et al., 2014). This process is critical for regeneration, and evidence suggests that nascent blood vessels provide a scaffold for regrowing cardiomyocytes during regeneration (Marín-Juez et al., 2019). We investigated whether there was evidence of revascularization through analysis of *apelin* and *cxcr4a* expression, which are both upregulated in growing coronary vessels (Marín-Juez et al., 2019). Consistent with our understanding of previous literature, both *apln* and *cxcr4a* were elevated in zebrafish cEC cells after injury but remained low at all time points in medaka (Fig. 5E). 

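In zebrafish cEC *apln* stood at 68.9 ± 27.5 CPM (SD, n = 3) in uninjured samples, 457 ± 7.86 CPM (n = 2) at 3 d.p.i. and 412 ± 378.5 CPM (n = 6) at 14 d.p.i. The log2 fold change of *apln* at 3 d.p.i. was 2.66 (standard error 0.99, adjusted p = 0.0935, edgeR), past the threshold with no filter on low counts, and 2.97 without uninjured replicates 1 and 2. *cxcr4a* in zebrafish cEC stood at 20.9 ± 27.9, 192 ± 214 and 215 ± 252 CPM, a log2 fold change of 2.92 at 3 d.p.i. (standard error 1.73, adjusted p = 0.277, edgeR). Medaka cEC numbered 1 in uninjured samples, 0 at 3 d.p.i. and 3 at 14 d.p.i., too few for a value, so all medaka endothelial cells were used. In these *apln* had 3, 8 and 7 UMIs and *cxcr4a* 4, 5 and 6 at the 3 time points. The interaction of species and injury for *apln* over all endothelial cells was −0.39 (adjusted p = 0.856, edgeR).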

Cxcl12a peptide acts as a ligand for cxcr4a, promoting angiogenesis and regeneration (Liekens et al., 2010). We observed that expression of *cxcl12a* was mostly restricted to the epicardial compartment (Fig. 5A; Fig. S4D). 

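In zebrafish fEP *cxcl12a* rose from 36.0 CPM (n = 2) in uninjured samples to 1035 CPM at 3 d.p.i. and stood at 404 CPM at 14 d.p.i., a log2 fold change of 4.52 at 3 d.p.i. (standard error 0.72, adjusted p = 0.00089, edgeR). In cEP it went from 117.5 to 772 CPM (n = 3 at 3 d.p.i.; log2 fold change 2.48, standard error 0.74, adjusted p = 0.0498, edgeR), and at 1.83 without uninjured replicates 1 and 2 it was no longer past the threshold. Over all zebrafish epicardial cells *cxcl12a* rose from 226 to 791 CPM (log2 fold change 1.68, standard error 0.41, adjusted p = 0.00789, edgeR; 1.88 without uninjured replicates 1 and 2). The medaka files list no *cxcl12a*, and *a-sdf1a* was used in its place, a choice made after the values of the exact names were seen. Over medaka epicardial cells *a-sdf1a* stood at 86.3 ± 52.7 CPM in uninjured samples, 27.6 ± 39 CPM at 3 d.p.i. and 923 ± 407 CPM at 14 d.p.i. (log2 fold change at 3 d.p.i. −1.41, standard error 0.93, adjusted p = 0.299, edgeR). In medaka fEP it stood at 54.3 CPM at 3 d.p.i. and 216 CPM at 14 d.p.i., each from a single sample with at least 10 such cells.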

Following injury, *cxcl12a* was highly upregulated in fEP and cEP cells in zebrafish by 3 d.p.i., but only apparent by 14 d.p.i. In medaka (Fig. 5F). These results indicate that the zebrafish epicardium rapidly releases pro-angiogenic signals that promote rapid revascularization unique to this regenerating species.

When examining epicardial cells, we identified a small number of zebrafish-specific cells in the zEP cluster. In contrast to the fEP, the zEP cluster is only composed of zebrafish cells and does not change in abundance after injury (Fig. S4E). These cells express epicardial marker *tcf21* and appear to have a unique injury-response profile. 

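Cells of the zEP cluster made up 2.99% ± 1.75 (SD, n = 4) of zebrafish epicardial cells in uninjured samples, 8.41% ± 3.30 (n = 3) at 3 d.p.i. and 5.61% ± 1.68 (n = 6) at 14 d.p.i., from 29, 40 and 129 cells. The difference at 3 d.p.i. gave an exact permutation p of 0.0286, the smallest that 4 samples against 3 allow. Among medaka epicardial cells, 0 were zEP in uninjured samples, 3 at 3 d.p.i. and 0 at 14 d.p.i.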

At 3 d.p.i., we observe an increased level of expression of pro-angiogenic signaling in zEP, including factors *angpt1*, *vegfd*, and *cxcl8a*, each known to play a role in promoting angiogenesis (El-Sammak et al., 2022; Morisada et al., 2006; Song et al., 2007) (Fig. 5G). Thus, while more evidence is needed to determine whether the zEP cells are truly unique to zebrafish, they represent a potential hub of pro-angiogenic signaling that may promote revascularization after injury in zebrafish.

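With at least 10 zEP cells per sample, 1 uninjured zebrafish sample, 2 at 3 d.p.i. and 5 at 14 d.p.i. remained, so no test was made. *cxcl8a* in zEP had 0 UMIs in the uninjured sample, which allows up to 22.3 CPM, and stood at 192 ± 68.5 CPM (SD) at 3 d.p.i. and 43.6 ± 33.8 CPM at 14 d.p.i. *angpt1* also had 0 UMIs in the uninjured sample and stood at 18.2 ± 3.19 and 23.0 ± 20.7 CPM, the former below that limit. *vegfd* stood at 71.3 CPM in the uninjured sample, 24.6 ± 10.3 CPM at 3 d.p.i. and 36.9 ± 12.2 CPM at 14 d.p.i. Over all zebrafish epicardial cells *cxcl8a* rose from 5.63 to 96.8 CPM at 3 d.p.i. (log2 fold change 4.3, standard error 0.86, adjusted p = 0.00288, edgeR), and the log2 fold change was 6.20 without uninjured replicates 1 and 2.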

### Medaka lack primordial myocardium and have few cortical layer cardiomyocytes as adults

Although medaka and zebrafish hearts are similar in overall morphology, they may not share similar populations of cardiomyocytes. It has been proposed that some cardiomyocyte populations might have outsized contributions to the pool of regenerating cells (González-Rosa et al., 2017). The zebrafish myocardium contains three main types of cardiomyocytes with distinct spatial arrangements: the inner mass of trabecular cardiomyocytes (tCMs), the outer layer of cortical cardiomyocytes (cCMs), and a single-cell-thick layer of primordial cardiomyocytes that sits underneath the cortical layer (Gupta and Poss, 2012). When comparing heart morphology, we noticed a distinctly thin outer cardiomyocyte layer in the medaka ventricle compared to the zebrafish ventricle, including in older fish (Fig. 6A). The cortical myocardium has been proposed to play an important role in regeneration (Kikuchi et al., 2010), yet some types of fish do not have this layer (Santer, 1985). We further compared the composition of the myocardium by reclustering cells expressing cardiomyocyte markers *myl7* and *actc1a*, identifying four cell clusters (Fig. 6B). We identified one cluster of cCMs, which express canonical CM markers but lack expression of transcription factor *tbx5a* (Sánchez-Iranzo et al., 2018a). The remaining cell clusters expressed transcription factors *tbx5a*, as well as *gata6* and *mef2d*, and are assigned as tCMs (Fig. 6C). 

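Over all samples, 37.6% ± 19.4 (SD, n = 13) of zebrafish cardiomyocytes held at least 1 UMI of *tbx5a* (3956 of 9995 cells), against 80.2% ± 10.3 (n = 9) of medaka cardiomyocytes (3582 of 4224 cells; exact permutation test, p = 2.61e-05). The median depth of cardiomyocytes was 5460 UMIs in zebrafish and 15378 in medaka. Thinned to 1000 UMIs, the *tbx5a* shares were 11.5% ± 5.67 and 29.1% ± 9.46, a 2.54-fold difference (exact permutation test, p = 1.61e-05), over 7272 and 3900 cells with that depth. The zebrafish share was 41.4% without uninjured replicates 1 and 2 (exact permutation test, p = 4.17e-05). As background, 0.603% of zebrafish and 0.550% of medaka leukocytes held a UMI of *tbx5a*, at median depths of 2334 and 4090 UMIs. In uninjured cardiomyocytes the thinned shares of *gata6* were 9.73% ± 2.34 in zebrafish and 11.5% ± 2.79 in medaka, and those of *mef2d* 10.2% ± 1.83 and 32.5% ± 11.0. Without thinning they were 41.9% and 63.2% for *gata6* and 42.2% and 81.6% for *mef2d*.

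**Figure D6:**
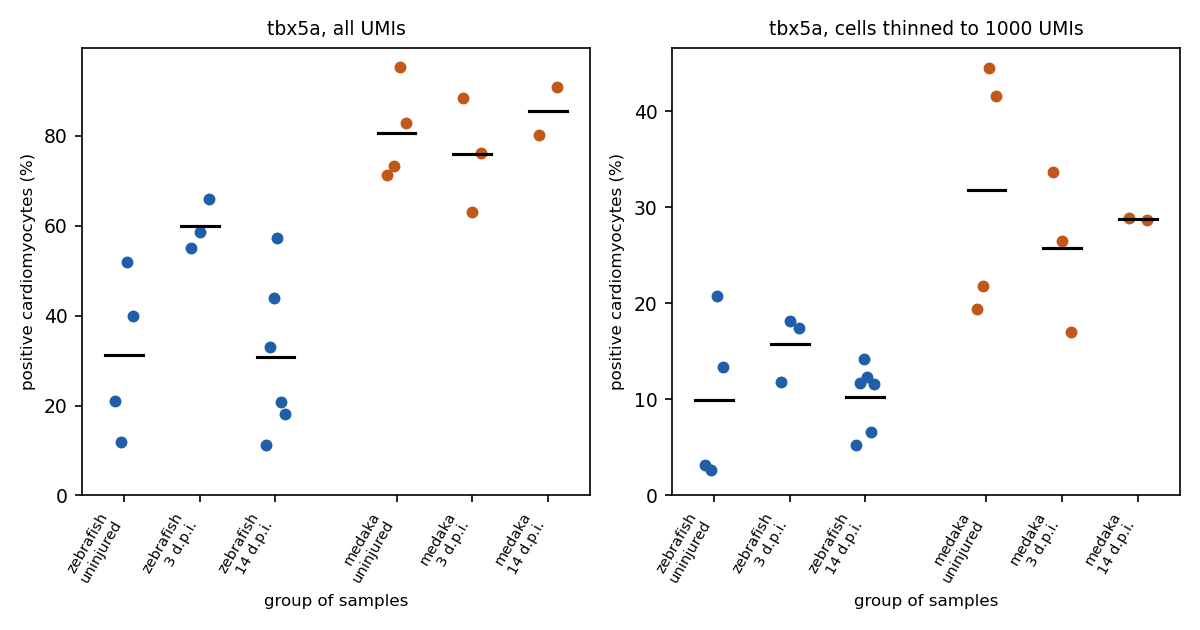
Percentage of cardiomyocytes with at least 1 UMI of *tbx5a* per sample in zebrafish and medaka, with all UMIs and with cells thinned to 1000 UMIs; dots are samples and black lines group means. The means over all samples are 37.6% and 80.2% with all UMIs and 11.5% and 29.1% after thinning.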

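A sub-cluster of cardiomyocytes named from fixed markers as cortical-like held 12.3% ± 4.76 (SD, n = 13) of zebrafish cardiomyocytes (1112 of 9995 cells) and 5.6% ± 3.81 (n = 9) of medaka cardiomyocytes (172 of 4224 cells; exact permutation test, p = 0.002). Without zebrafish uninjured replicates 1 and 2 the zebrafish share was 11.8% (exact permutation test, p = 0.00345). Among cells with at least 500 genes the shares were 4.76% and 4.04% (exact permutation test, p = 0.621). From such cluster shares and from the thickness of the outer myocardium in sections (Fig. 6A,D), the paper concludes that the medaka myocardium is skewed toward trabecular cardiomyocytes.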

Comparing the cellular compositions of each cardiomyocyte type revealed a skewing toward trabecular cardiomyocytes in medaka, and fewer cells clustering with cortical CMs, consistent with our imaging observations (Fig. 6D).

**Fig. 6.**
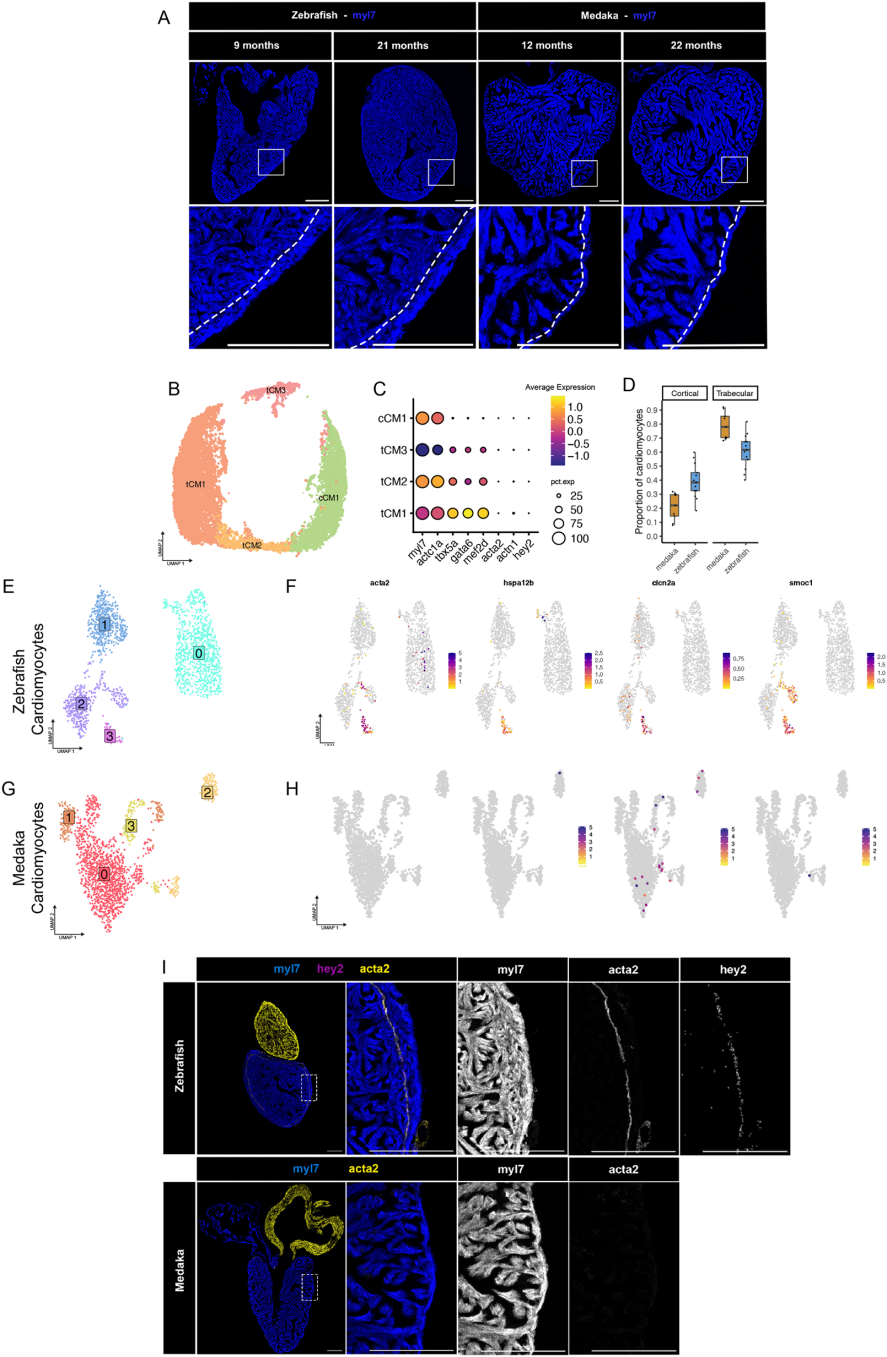
**Medaka lack primordial myocardium and have few cortical layer cardiomyocytes.** (A) RNA *in situ* hybridization of myl7 labeling myocardium in zebrafish and medaka ventricles of the indicated age. Dotted line indicates border between trabecular and cortical layers. Images are representative of at least three individuals at each time point. Scale bars: 200 µM. (B) UMAP embedding of re-clustered cardiomyocytes identified as either trabecular (tCM) or cortical (cCM). (C) Gene expression dot plot showing expression of marker genes for each CM cell cluster. (D) Proportion of cardiomyocytes in trabecular or cortical cell clusters from all single-cell samples from zebrafish and medaka. (E,F) UMAP embedding of ventricular cardiomyocytes clustered separately from uninjured (E) zebrafish or (F) medaka. (G,H) Gene expression feature plots for top marker genes for primordial cardiomyocytes in zebrafish (E) or medaka (F). (I) RNA *in situ* hybridization of *myl7*, *acta2*, and *hey2* in uninjured zebrafish hearts. Scale bars: 200 µM. (J) RNA *in situ* hybridization of *myl7* and *acta2* in uninjured medaka heart. Scale bars: 200 µM.

Primordial cardiomyocytes are of interest as a pro-regenerative cell population due to their expression of genes typically associated with embryonic cardiomyocytes (Pfefferli and Jaźwińska, 2017; Tsedeke et al., 2021). These cardiomyocytes make distinct cell junctions and act as a transitional layer between the cortical and trabecular layer, but do not act as a direct cellular source of regenerating cardiomyocytes (Lafontant et al., 2013). Initially, we did not observe a cell cluster expressing markers for the primordial myocardium (*acta2/hey2/actn1*) in the integrated single-cell object (Fig. 6B). However, species-specific clustering of uninjured cardiomyocytes revealed a small cluster of zebrafish cells expressing primordial CM makers, including *acta2*, *hspa12b*, *clcn2a*, and *smoc1* (Fig. 6E,F). In contrast, clustering of uninjured medaka CMs failed to identify any group of cells expressing analogous cell markers (Fig. 6G,H). 

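A cardiomyocyte was counted as carrying primordial markers when it held UMIs of at least 2 of *acta2*, *hspa12b*, *clcn2a* and *smoc1*. In uninjured zebrafish samples this held for 2.39% ± 1.57 (SD, n = 4) of cardiomyocytes (91 of 3642 cells), at a median depth of 5683.5 UMIs. With every cell thinned to 1000 UMIs the share was 0.766% ± 0.789. Single genes were found in 4.34% ± 1.42 (*acta2*), 2.13% ± 1.28 (*hspa12b*), 1.61% ± 1.44 (*clcn2a*) and 3.30% ± 3.12 (*smoc1*) of these cells. As background, 0.843% of uninjured zebrafish leukocytes met the rule for primordial markers, at a median depth of 3308.2 UMIs.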

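By the same rule, 0 of 2237 uninjured medaka cardiomyocytes carried primordial markers, which allows a share of up to 0.134%, at a median depth of 17300 UMIs. The difference from zebrafish gave an exact permutation p of 0.0286, also with cells thinned to 1000 UMIs. Without cells marked as doublets the zebrafish share was 2.02% (exact permutation test, p = 0.143). Without zebrafish uninjured replicates 1 and 2 it was 3.46% ± 1.51 (exact permutation test, p = 0.0667, the smallest that 2 samples against 4 allow). Single marker genes were found in 1 (*acta2*), 0 (*hspa12b*), 20 (*clcn2a*) and 2 (*smoc1*) medaka cells. These counts cover uninjured samples only. At 3 d.p.i. *acta2* was higher in medaka cardiomyocytes, past the threshold of edgeR's test. Its interaction of species and injury was −10.2 on the log2 scale (adjusted p = 0.075, edgeR).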

We examined the spatial patterns of top primordial CM markers *acta2* and *hey2* expression in the zebrafish ventricle and found co-localization in a thin sub-cortical cell layer of cardiomyocytes expressing both genes (Fig. 6I). We searched for a similar arrangement of CMs in medaka ventricles by probing for *acta2* expression (*hey2* is not annotated in the medaka genome). Imaging revealed no evidence of either *acta2+* cardiomyocytes or an analogous primordial layer in medaka (Fig. 6J). Together, our transcriptomic and imaging data suggest that adult medaka lack primordial cardiomyocytes and have a diminished or absent cortical myocardium, factors that may influence the ability to regenerate.

### Zebrafish cardiomyocytes share a cardioprotective gene signature with neonatal mouse

Neonatal mammals are capable of heart regeneration but retain permanent scars if injured as adults. To investigate whether the neonatal mammal heart might share similarities with zebrafish, we compared injury responses in our dataset to a recently published single-nucleus RNA-seq dataset that assessed cardiomyocyte responses to injury in regenerating postnatal day 4 (p4) mice and non-regenerating postnatal day 11 (p11) mice (Cui et al., 2020). 

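In zebrafish cardiomyocytes 171 of 11494 genes changed at 3 d.p.i., 58 of them higher and 113 lower, and 1945 had an unadjusted p under 0.05. With uninjured replicates 1 and 2 left out the number was 1296, with 163 genes shared, and without 3 d.p.i. replicate 2 it fell to 2. With no filter on low counts, 19 genes were higher and 12 lower. *calr3b* (log2 fold change 1.78, standard error 0.23, adjusted p = 0.00614, edgeR), *memo1* (1.72, edgeR adjusted p = 0.0137) and *hint3* (2.66, edgeR adjusted p = 0.0172) came first among the genes higher, and *map7d1b* (−2.30, edgeR adjusted p = 0.00614) among those lower. In medaka cardiomyocytes 406 of 10728 genes changed, 286 higher and 120 lower, with 2231 at an unadjusted p under 0.05. With no filter on low counts the split was 273 and 186, and the median of all genes shifted to −0.27 on the log2 scale. Without 3 d.p.i. replicate 1 the number fell to 74. *mustn1b* (log2 fold change 3.5), *tmed9* (2.60) and *yars1* (2.78, edgeR adjusted p = 0.000843 for each of the 3) came first among those higher, and *adamtsl5* (−2.11, edgeR adjusted p = 0.00897) among those lower. The response differed between the species in 12 of 8902 genes (edgeR's interaction test), all 12 with a log2 fold change that was higher in medaka, and 1136 had an unadjusted p under 0.05. Without zebrafish uninjured replicates 1 and 2 the number was 373, of which 244 had a higher log2 fold change in zebrafish and 129 in medaka. Mouse data were not analysed here.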

We used differential gene expression testing to identify all upregulated genes at 3 d.p.i. in cardiomyocyte cells in the p4 and p11 mice as well as in zebrafish and medaka cardiomyocytes. Using orthology assignments from Ensembl, we determined which upregulated genes with one-to-one orthology were shared or unique in each species. Indeed, zebrafish cardiomyocytes shared three times as many injury-upregulated genes with P4 mouse (33 genes) compared to the non-regenerating P11 mouse (11 genes) (Fig. 7A). In contrast, Medaka cardiomyocytes shared more genes in common with the p11 mouse (12 genes) (Fig. 7B). Remarkably, a large proportion of the shared injury-response genes between zebrafish and p4 mouse cardiomyocytes have well-described cardioprotective roles, promoting cardiomyocyte survival and guarding against metabolic stress (Table S1). Examination of gene expression of these cardioprotective genes revealed a conspicuous lack of induction in both medaka and p11 cardiomyocytes (Fig. 7C). These results indicate that regenerating vertebrates deploy an evolutionarily conserved cardioprotective program immediately after myocardial injury.

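The 9 genes of Table S1 were *vcp*, *clic4*, *tmod1*, *hspb1*, *ldha*, *slmapa*, *cdh13*, *sdha* and *sgcd*, and the study chose them on these samples, so they are not independent evidence. In zebrafish cardiomyocytes all 9 were tested, with a median log2 fold change of 0.07 at 3 d.p.i. and 5 of them higher (limma's fry test on the edgeR fit, adjusted p = 0.109 over both species). The values ranged from −0.38 to 1.11, 0 passed the threshold over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Without uninjured replicates 1 and 2 the median was 0.58 with all 9 higher and past the threshold in the fry test, and with no filter on low counts it was 0.18 (fry test, adjusted p = 0.0308). Leaving out single samples moved it between −0.18 and 0.34. In medaka cardiomyocytes 6 of the genes were tested, with a median of 0.05 (fry test, adjusted p = 0.767), and 0 passed the threshold or had an unadjusted p under 0.05.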

**Fig. 7.**
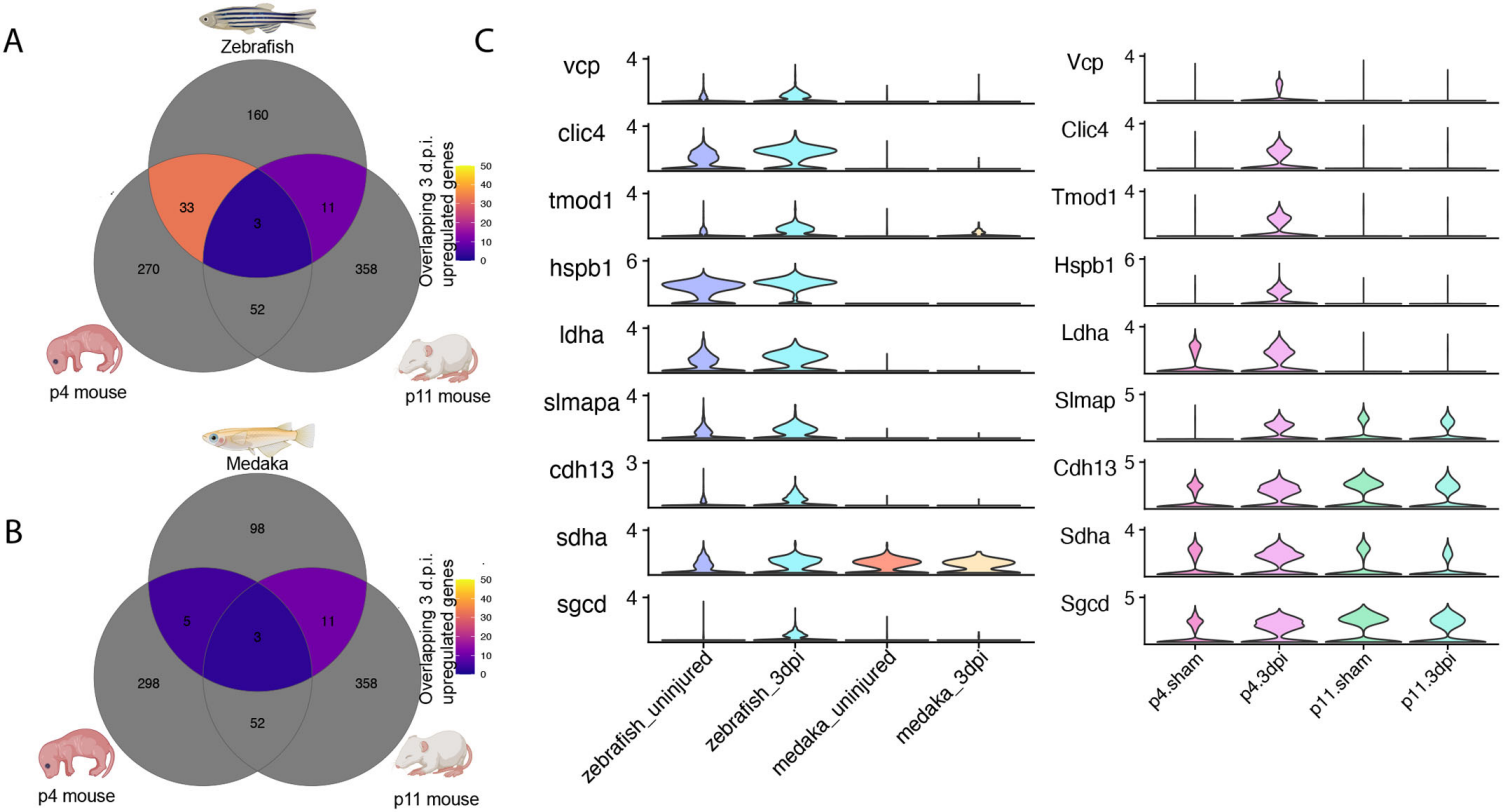
**Zebrafish cardiomyocytes share a cardioprotective gene signature with neonatal mouse.** (A,B) Venn diagram counting overlapping genes upregulated at 3 d.p.i. in postnatal day 4 or 11 mouse cardiomyocytes with (A) zebrafish cardiomyocytes or (B) medaka cardiomyocytes. (C) Gene expression violin plots of cardioprotective genes uniquely upregulated in regenerating p4 mouse and zebrafish cardiomyocytes.

## DISCUSSION

In this study, we used single-cell RNA sequencing to compare the injury responses of zebrafish and medaka heart ventricles. Our analysis revealed several previously undescribed differences between the two species, including variations in immune cell populations, endothelial and epicardial cell signaling, and the composition of the myocardium itself. In addition, our results corroborated and expanded upon previous observations in medaka, including altered macrophage recruitment and dampened retinoic acid signaling (Ito et al., 2014; Lai et al., 2017). These findings highlight the power of comparative scRNAseq to identify species-specific differences in biological processes and have generated hypotheses for future investigations into the mechanisms of cardiac regeneration in these species.

Our comparative analysis of immune cell populations and gene expression in response to injury revealed major differences between zebrafish and medaka. Previous comparisons showed that the hearts of these two species express a different repertoire of immune genes after injury (Lai et al., 2017). Remarkably, injection of poly(I:C), a potent activator of interferon signaling, can promote cardiac revascularization and regeneration in medaka. Interferon signaling seems to have pleiotropic effects depending on the tissue type, where it is deleterious in some cases but promotes regeneration in others (Cheng et al., 2008; Leibowitz et al., 2021). Our findings indicate a major difference between zebrafish and medaka in response to injury is the presence of endogenous interferon signaling specific to zebrafish. Interferon signals may play a role in modulating immune cell behaviors, perhaps explaining why zebrafish appear to recruit macrophages to the ventricle injury site while medaka do not. Additionally, while pro-regenerative genes such as *aldh1a2* or *nrg1* are not canonical ISGs, it remains to be determined whether indirect effects of interferon might promote their expression. Indeed, we find that the endocardium and epicardium, which are the main source of pro-regenerative signaling, exhibit the most robust ISG expression. Our study utilized timepoints at 3 and 14 d.p.i., representing an early and well-developed injury response. Although ISG expression was robust at 3 d.p.i. in zebrafish, it is possible that medaka may also mount an interferon response on an accelerated or delayed timescale we did not capture. Further experimental characterizations of the role of endogenous interferon signaling during heart regeneration represents a compelling direction for future inquiry.

Our examination of endothelial and epicardial cell populations uncovered several injury-response behaviors that are shared between zebrafish and medaka. Overall, both species shared a similar pattern of fibroblast activation from both the endothelial and epicardial compartments. Our comparison of the set of collagen and matrix remodeling factors made by each species showed a mostly overlapping pattern of induction after injury. This included collagen XII isoforms in epicardial-derived fibroblasts, which were upregulated in both species after injury, but to a higher degree in zebrafish. These collagen XII-producing fibroblasts are of special interest as they are required for proper regeneration in zebrafish (Hu et al., 2022). We also found evidence of some species-specific matrix-remodeling proteins and collagen isoforms, warranting further investigation into whether the makeup of the scar itself may promote regeneration in zebrafish.

While we observed similar strategies of fibroblast activation from the endothelial and epicardial compartments in both species, medaka failed to produce critical signals required for regeneration from these cells. In particular, medaka fibroblasts expressing epicardial markers had a conspicuous lack of *nrg1* expression, which itself is sufficient to activate regenerative programs in the heart (Chen et al., 2016; Gemberling et al., 2015). Interestingly, we observed a post-injury upregulation of some pro-regenerative signals in medaka endothelial-like fibroblasts, including *aldh1a2* and *cntf*. These same signals were highly upregulated in zebrafish endocardial clusters, but notably absent from medaka endocardium. In zebrafish, the endocardium undergoes systemic morphological changes in response to injury, coincident with strong upregulation of *aldh1a2* and other signaling factors even in cells distal from the wound area (Kikuchi et al., 2011). Further experiments are needed to define the specific stimuli that trigger this systemic response and to determine why medaka endocardial cells appear to be less responsive to injury.

Finally, we investigated the cellular makeup of the myocardium in zebrafish and medaka. Our results reveal marked differences in the cardiomyocyte populations of these two species, which are discernible even in non-injured samples. Specifically, we found that medaka have a highly diminished or absent cortical myocardium, as evidenced by our single-cell sequencing and imaging analyses. This observation is notable, given that previous studies have indicated that the cortical myocardium is activated after injury in zebrafish and may serve as a source of pro-regenerative cardiomyocytes (Kikuchi et al., 2010). Additionally, we were unable to identify primordial layer cardiomyocytes in medaka using either single-cell gene expression analysis or by imaging of key markers. As the primordial layer acts as a transitional layer between cortical and trabecular myocardium with specialized cell junctions (Lafontant et al., 2013), it may be interesting to test whether the primordial layer is absent in all teleosts lacking cortical myocardium. In zebrafish, we observed that the primordial myocardium expresses *acta2* in conjunction with *hey2*, an embryonic cardiomyocyte marker, indicating a distinct transcriptional state (Ihara et al., 2018). These findings are especially interesting in light of recent studies demonstrating that *acta2+* embryonic-like cardiomyocytes are present in neonatal mammalian hearts but are lost as the animal ages, coincident with the decline of regenerative capacity (Cui et al., 2020, 2021). Thus, the presence of smooth muscle actin-expressing cardiomyocytes in uninjured hearts is notably correlated with regenerative capability. However, the mechanisms by which these specialized primordial cardiomyocytes might contribute to regeneration is unclear. Indeed, lineage tracing of primordial cardiomyocytes has demonstrated that these cells are not primary contributors to peri-injury zone regenerated myocardium, and the layer itself is deficient or delayed in re-forming around the injury area (Pfefferli and Jaźwińska, 2017). Further investigation is warranted, however, to explore any cell non-autonomous roles for primordial layer cardiomyocytes in heart regeneration.

Medaka and zebrafish have been used extensively as laboratory model vertebrates and have similar care requirements and body plans. While it was known that medaka are incapable of heart regeneration, it could have been assumed that medaka as fellow teleost fish would only have minor differences in cardiac structure. Our study found a surprising number of distinguishing characteristics of the medaka heart compared to zebrafish. These differences included not only changes in cellular behaviors but also substantial changes in the structure of the myocardium itself. Given the number of notable differences we observed between zebrafish and medaka, a wider phylogenetic survey of cardiac injury responses will be particularly useful to identify features that correlate with heart regeneration or non-regeneration across the teleost phylogeny. These observations highlight how biodiversity within shorter evolutionary distances can enable comparative studies that reveal fundamental insights about the gain or loss of complex traits.

## MATERIALS AND METHODS

### Fish husbandry

Wild-type Tübingen zebrafish and CAB medaka, aged 6-18 months unless otherwise stated, were used for all experiments. All zebrafish and medaka work was performed at University of Utah's CBRZ zebrafish facility. This study was conducted under the approval of the Office of Institutional Animal Care and Use Committee (IACUC no. 20-07013) of the University of Utah's animal care and use program.

### Cardiac cryoinjury

Cryoinjuries were performed on the ventricle apex of both medaka and zebrafish as described previously (González-Rosa et al., 2011). Briefly, 0.02% and 0.04% Tricaine (MS-222) was used to anesthetize zebrafish and medaka, respectively. Fish were mounted on a moist sponge. The ventricle apex was exposed by making a small thoracic incision using forceps and dissecting scissors. A cryoprobe was constructed as described previously using a 0.5 mm diameter copper wire (González-Rosa and Mercader, 2012). After submersion in liquid nitrogen for at least 2 min, the probe was placed in contact with the ventricle apex for exactly 23 s. After injury, fish were placed back into freshwater tanks to recover, then transferred back into the fish facility for monitoring.

### Histology

Hearts were fixed in 4% paraformaldehyde overnight, then sucrose treated and embedded in Optimal Cutting Temperature (O.C.T.) embedding medium. 6 µm sections of the heart were cut using a Leica Cryostat. Bouin's solution was used to fix heart tissue before staining with PT/PM (phosphotungstic acid/phosphomolybdic acid) and AFOG (Methyl Blue, Orange G, and Acid Fuchsin) stain. After staining, heart tissue was washed with 0.5% acetic acid, 100% ethanol, and xylenes. Fibrinogen and collagen deposition from heart sections with representative injuries for both medaka and zebrafish were chosen to demonstrate comparative injury phenotypes at 3 and 14 d.p.i. Measurements were made using Fiji, ImageJ, software.

### Single-cell isolation and library preparation

To prepare cells for scRNA-seq, adult fish were euthanized by immersion in ice-cold water. After dissection and removal of hearts, the remaining atrium and bulbus arteriosus tissue were cut away with scissors to isolate the ventricle. Ventricles were placed in PBS solution and gently squeezed with forceps to remove residual blood prior to digestion. Whole ventricles were placed in 200 µl dissociation solution containing 1 mg/ml liberase DH (Millipore Sigma, cat# 5401089001) in 1X HBSS. Ventricles were digested at 37°C for 30 min on a benchtop shaker at 250RPM with additional pipetting every 5 min to break apart the tissue. After complete digestion, the reaction was quenched with ice-cold PBS/50% fetal bovine serum and passed through a 40 µM strainer. The cells were then centrifuged at 250 RCF for 10 min at 4°C and resuspended in ice-cold PBS with 0.04% bovine serum albumin. Cells were then assessed for viability and dissociation quality using Acridine Orange and Propidium Iodide staining with a Nexcelom Cellometer automated cell imager. Each sample viability was assessed to be >85%. Cells were loaded onto a 10X Genomics Chromium controller and processed according to the manufacturer's specifications. cDNA libraries were prepared for sequencing on the Illumina Novaseq platform at a depth of approximately 400 M reads/sample.

### Gene ortholog assignment

For cross species comparisons, gene orthology was established using the Ensembl database (Harrison et al., 2024). Unless otherwise stated, genes compared across species sharing the same name were established as one-to-one orthologs using the Ensembl comparative genomics resources (Herrero et al., 2016). Genes with cardioprotective functions were identified from literature searches (Chen et al., 2022; Brundel et al., 2008; Denzel et al., 2010; Lizano et al., 2017; Morikawa et al., 2015; Nader 2019; Poch et al., 2022; Ponnalagu et al., 2022, Spelat et al., 2022).

### Data integration and clustering

Single-cell RNA seq reads were processed with Cellranger from 10X Genomics with the default settings, using GRCz11 v4.3.2 reference (Lawson et al., 2020) for zebrafish read alignments and ASM223467v1 for Medaka. Gene expression matrices were imported and processed in Seurat v4 for subsequent analysis. A preliminary filtering step was used to remove cells with less than 200 unique RNA features or cells with more than 40% mitochondrial RNA. To cluster cells across species and correct for batch effects, we used the data integration function in Seurat v4, which uses gene anchors with shared names to apply correction vectors to correct for batch and species effects and can allow for cross-species integration (Stuart et al., 2019). To maximize the number of usable anchors we renamed 596 medaka genes that were confidently assigned as one-to-one orthologs as determined by Ensembl orthology assessment. An initial round of clustering was performed on log normalized gene expression, and erythroid cells (*hbba1/hbaa1* positive) and platelets (*thbs1b/itga2b* positive) were filtered out. An additional filtering criterion was then applied to remove non-myocyte cells with greater than 15% mitochondrial RNA. The filtered cells were then re-clustered and annotated by marker gene expression.

### RNAscope *in situ* hybridization

Prior to performing RNAscope (Advanced Cell Diagnostics, Hayward, CA, USA), fish hearts were fixed overnight in 4% PFA in 1x PBS, sucrose treated, embedded in OCT, and cryosectioned into 12 µm coronal sections. RNAscope^®^ Multiplex Fluorescent Detection Kit v2 protocol was completed according to the manufacturer's protocol for standard fixed-frozen tissue samples. See key resources table for probe details.

### Imaging

Brightfield images of AFOG stains were acquired with the Zeiss Axio Scan Z1 instrument. Fluorescence images were captured on a Zeiss 880 Airy Scan confocal microscope. Tiling and stitching were completed by ZEN Black software. Images displayed are maximum intensity projections. Adjustments of contrast and brightness were made using ImageJ. At each step of image collection, similar settings for both species were used. When images were used for quantification, all images were collected using the same laser settings (gain, laser power, ext.).

### Imaging quantification

Images of RNAscope sections that marked cardiomyocytes (*myl7*), macrophages (*mpeg1.1*), and nuclei (DAPI) were prepared and processed with ImageJ. To distinguish between the intact ventricle and wound area, ImageJ thresholding of the *myl7* channel was completed to make two regions of interest (ROI) – a region that marked just the intact ventricle and a region that marked the intact ventricle and the wounded area. These ImageJ ROIs were used to calculate the areas of each region. Then the ROIs were applied to the *mpeg1.1* and DAPI channels to mask either the wound area or the intact ventricle. Masked images were uploaded to CellProfiler software (version 4.2.1) using a modified CellProfiler ‘Speckle Counting’ pipeline (Stirling et al., 2021). Nucleated cells were identified using the DAPI channel and the IdentifyPrimaryObjects CellProfiler module. *mpeg1.1* speckles were identified using the *mpeg1.1* channel and the IdentifyPrimaryObjects CellProfiler module. Objects were related using the RelateObjects CellProfiler module. Cells were identified as macrophages when a *mpeg1.1* speckle fell within a mask created by the DAPI channel.

### Key resources table

**Table:**
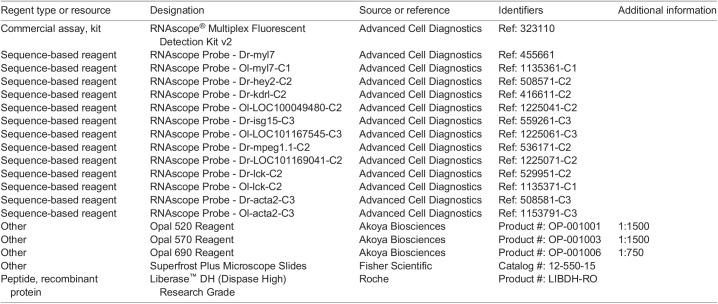

## Supplementary Material

10.1242/biolopen.060156_sup1 Supplementary information

# Supplementary material for: Distinct features of the regenerating heart uncovered through comparative single-cell profiling
**Source:** Biol Open. 2024 Apr 5;13(4):bio060156. doi: 10.1242/bio.060156
**Supplement:** Supplementary information

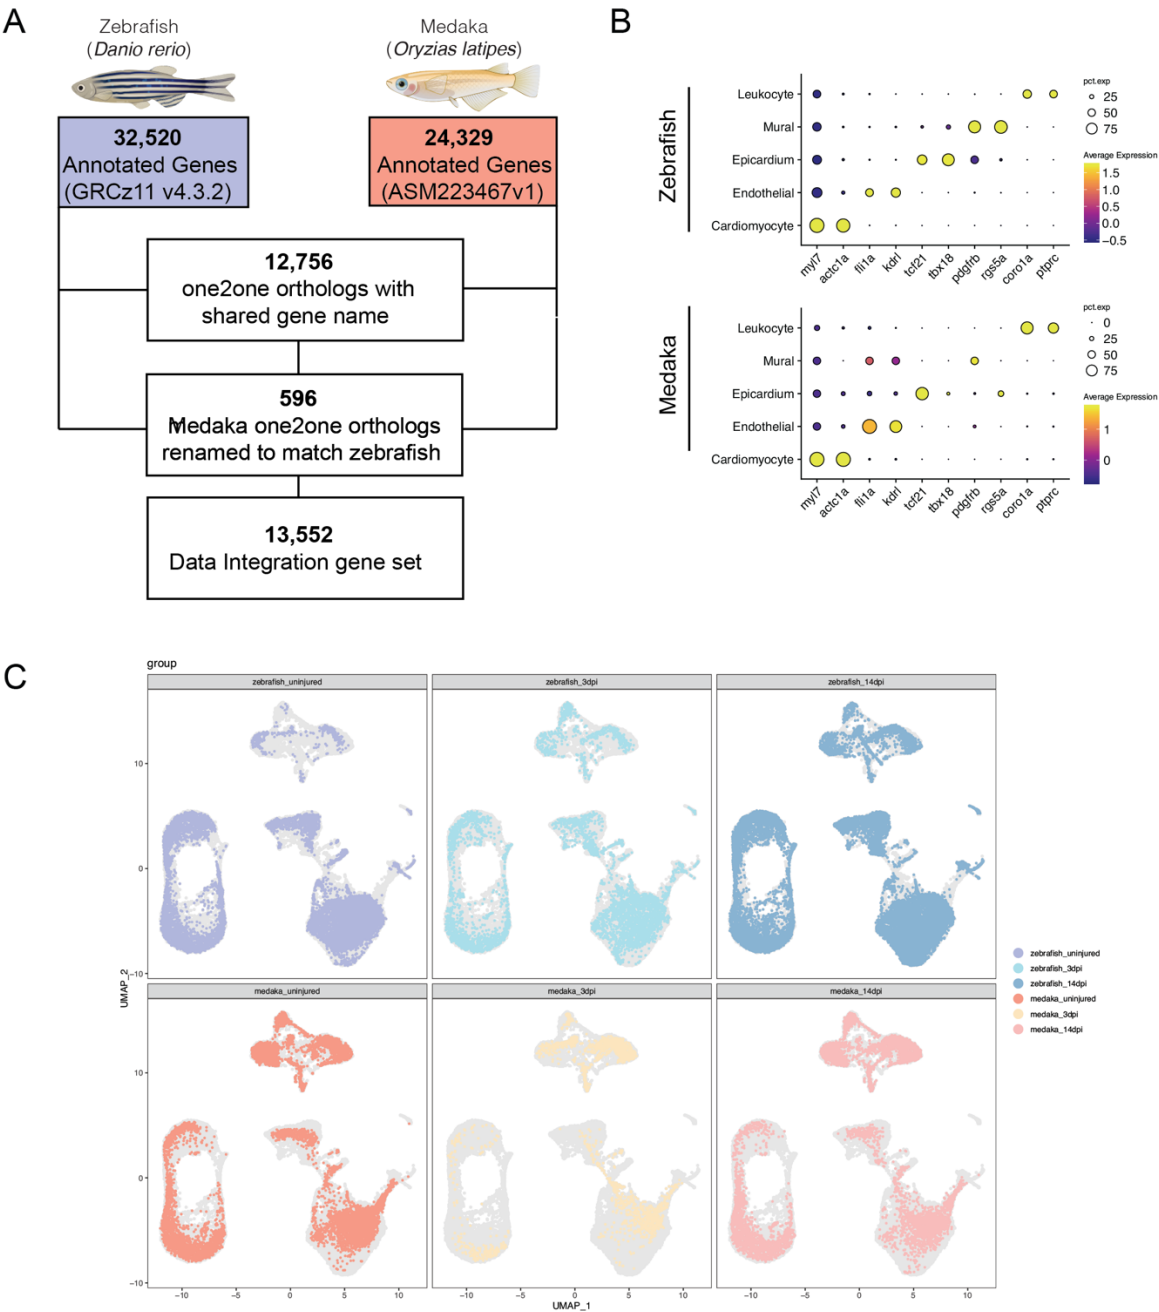

**Fig. S1. Related to Fig. 1. A single-cell atlas of cardiac injury response in zebrafish and medaka.** (A) Overview of data integration scheme. (B) Dot plot of cardiac cell type marker gene expression split by species. (C) UMAP embeddings showing distribution of each group of samples.

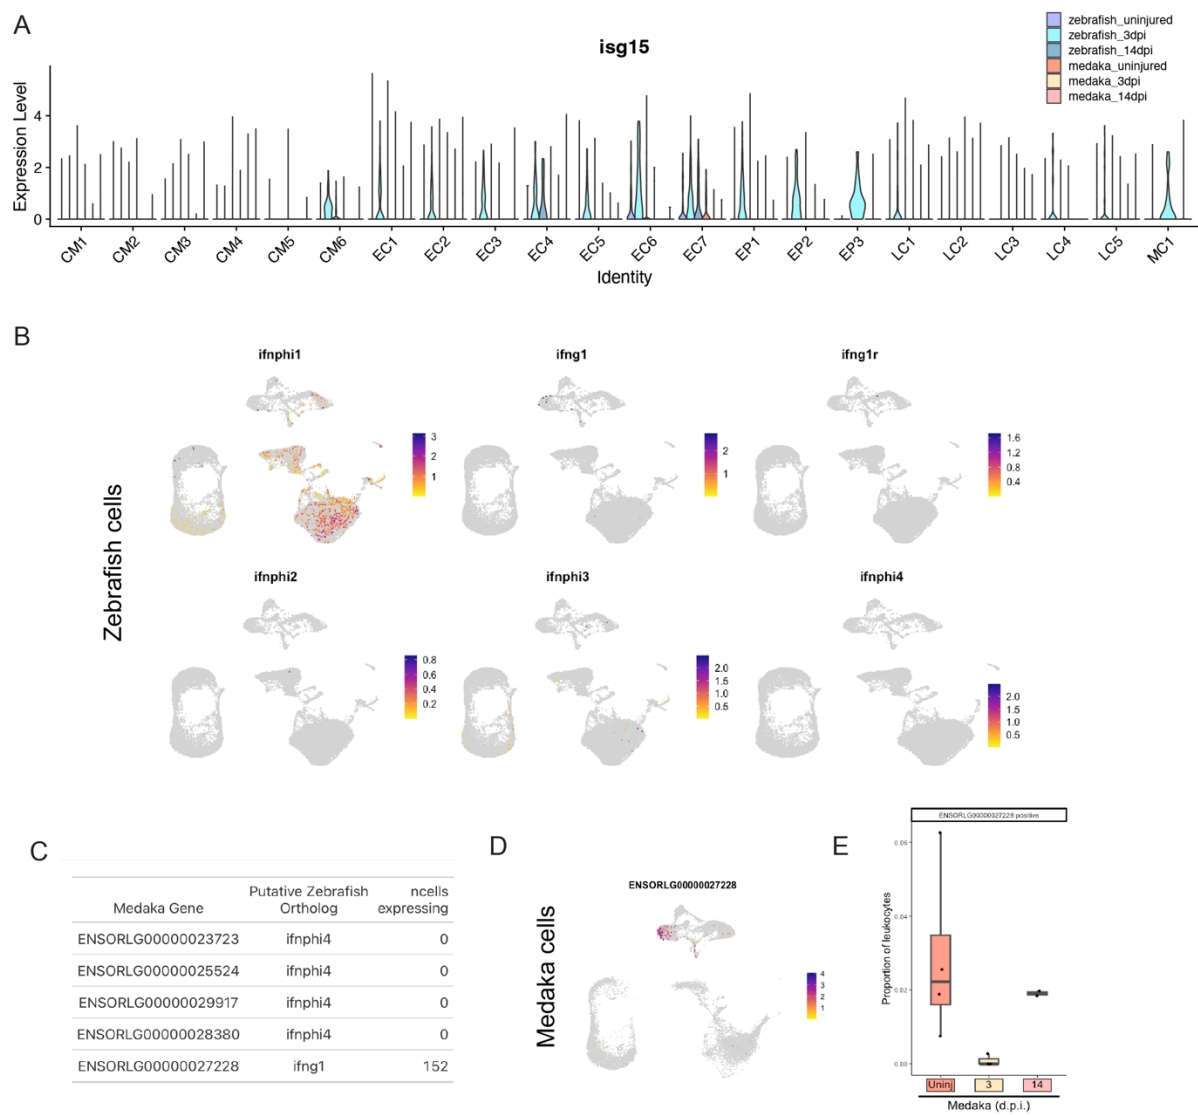

**Fig. S2. Related to Fig. 2. Medaka lack an endogenous injury-induced interferon response.** (A) Gene expression violin plot for *isg15* in each cell cluster, grouped by species and injury status. CM = cardiomyocyte, EC = endothelial cell, EP = epicardial cell, LC = leukocyte, MC = Mural Cell. (B) Gene expression feature plots of zebrafish cells for each annotated interferon isoform in the zebrafish genome color scale = expression level. (C) Medaka ensembl genes with predicted orthology to zebrafish interferon genes. (D) Gene expression feature plot of putative *ifng* ortholog

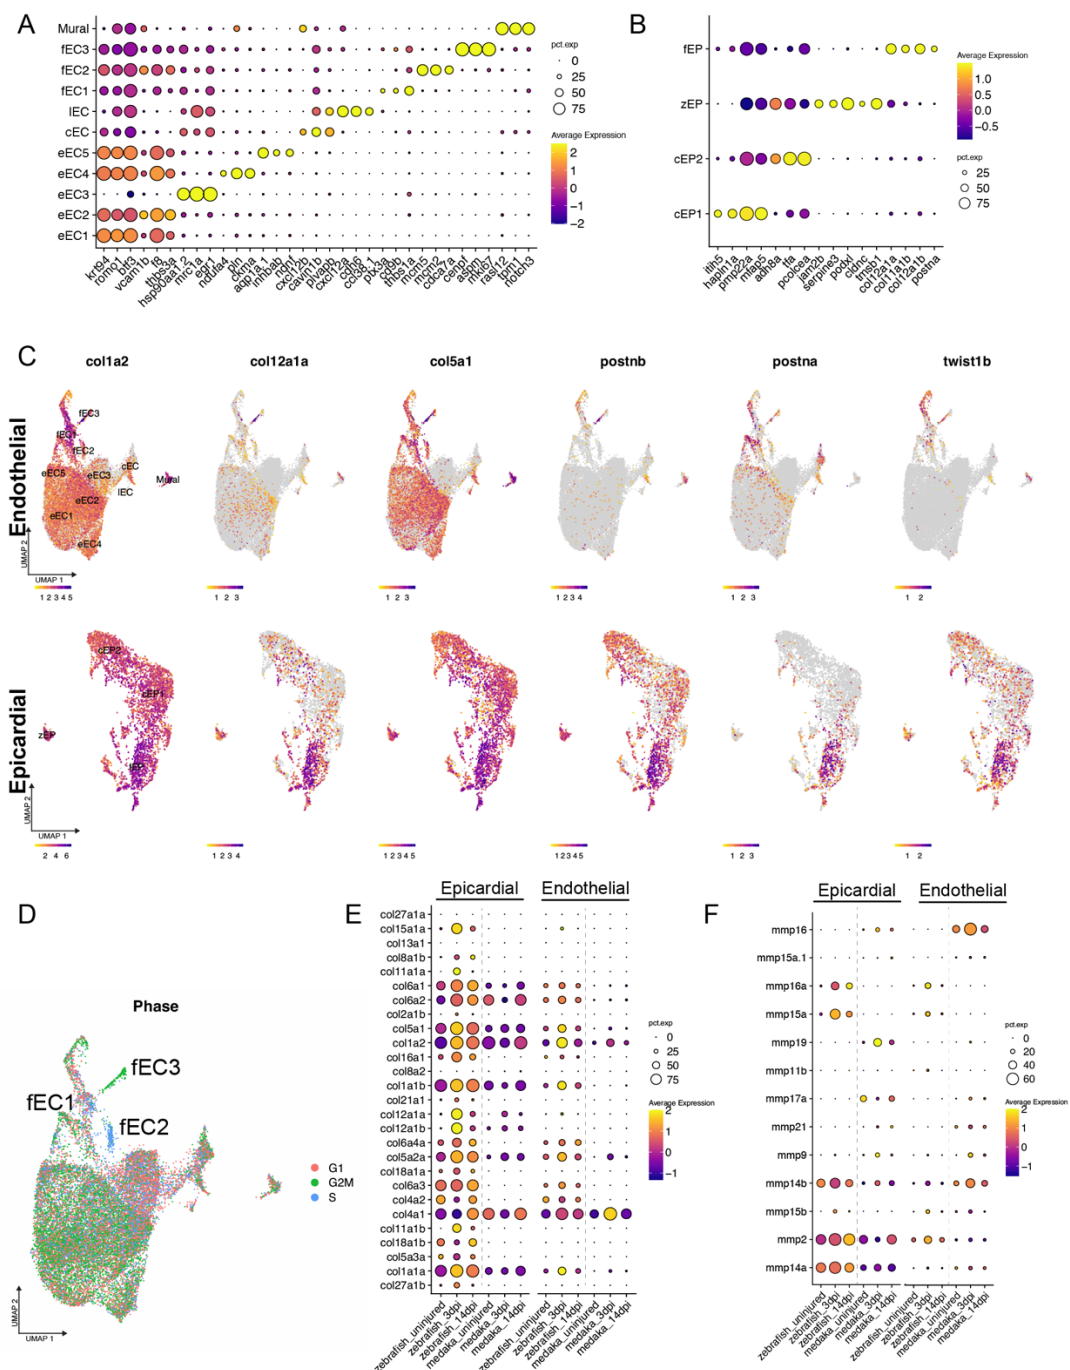

**Fig. S3. Related to Fig. 4. Zebrafish and medaka share a partially overlapping fibrotic response to injury.**

(A-B) Top markers for each individual (A) endothelial/mural or (B) epithelial cell cluster. (C) Gene expression feature plots for the indicated fibrosis genes in both epicardial (top) or endothelial (bottom) cell types. (D) UMAP embedding of endothelial cells classified by Seurat cell cycle scoring assignments highlighting uniform G2M/S phase assignments in fEC3 and fEC2, respectively. (E-F) Gene expression dot plots for all endothelial and epicardial cells for all (E) collagen and (F) matrix metalloproteinases expressed in >150 cells at the indicated time point and species.

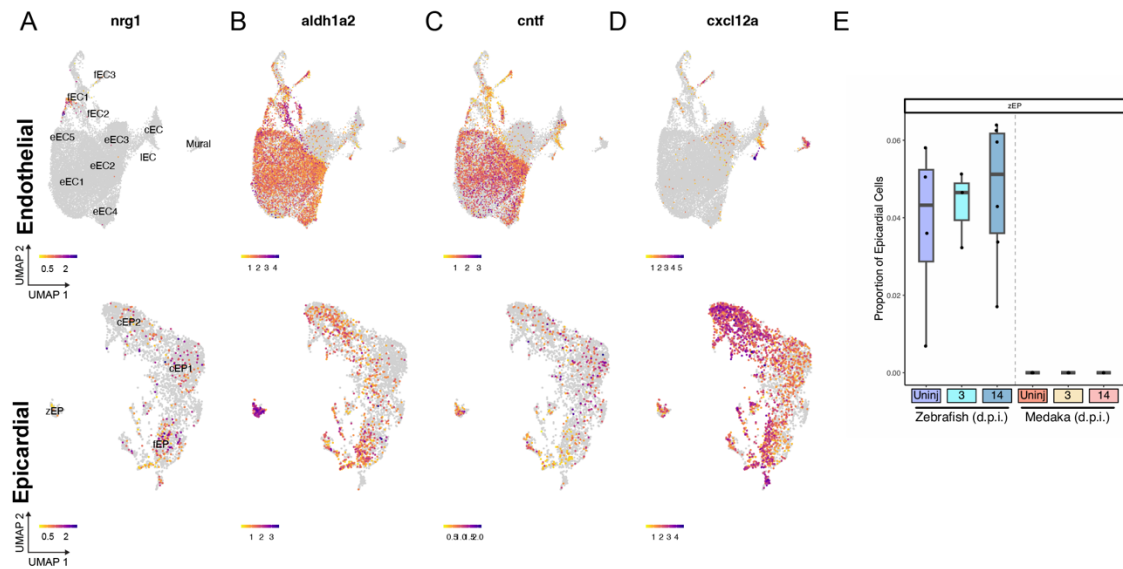

**Fig. S5. Related to Fig. 4. Medaka epicardial and endothelial cells fail to express many pro-regenerative signals.**(A-D) Gene expression feature plots of endothelial cells (top) and epicardial cells (bottom) showing normalized gene expression of (A) *nrg1*, (B) *aldh1a2*, (C) *cntf*, and (D) *cxc12a* in integrated objects of both species. (E) Quantification of proportion of epicardial cells clustered as zEP at each time point in each species.

**Table S1. Cardioprotective gene functions, related to Fig. 7**

| Gene                                                       | Effect                                                                                                    | Citation                     |
|------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|------------------------------|
| Valosin Containing Protein ( <i>vcp</i> )                  | Promotes cardiomyocyte survival through preservation of mitochondrial integrity                           | Lizano <i>et al.</i> 2013    |
| Chloride intracellular channel protein ( <i>clic4</i> )    | Maintains Ca <sup>2+</sup> homeostasis after injury and promotes cell survival                            | Ponnalagu <i>et al.</i> 2022 |
| Tropomodulin-1 ( <i>tmod1</i> )2/12/24 10:12:00 PM         | Involved in regulating cytoskeletal dynamics after injury, promoting cardiomyocyte migration.             | Poch <i>et al.</i> 2022      |
| Heat shock protein b1 ( <i>hspb1</i> )                     | Protects myofibrils during cardiac stress                                                                 | Brundel <i>et al.</i> 2008   |
| Lactate dehydrogenase A ( <i>ldha</i> )                    | Involved in metabolic reprogramming and promotes CM proliferation                                         | Chen <i>et al.</i> 2022      |
| Sarcolemma associated protein a ( <i>slmapa</i> )          | Provides mechanical support to cardiomyocyte membranes                                                    | Nader 2019                   |
| T-cadherin ( <i>cdh13</i> )                                | Protects against cardiac injury via interaction with adiponectin and AMPK signaling                       | Denzel <i>et al.</i> 2010    |
| succinate dehydrogenase complex, subunit A ( <i>sdha</i> ) | Upregulated in regenerating border zone regenerating cardiomyocytes, involved in metabolic reprogramming. | Spelat <i>et al.</i> 2022    |
| Sarcoglycan delta ( <i>sgcd</i> )                          | Stabilizes cardiomyocyte membrane in response to stress via ECM interaction.                              | Morikawa <i>et al.</i> 2015  |

How the deposited data were processed for this re-analysis (not part of the article)

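Single-cell RNA sequencing of dissociated ventricles was analysed from 22 samples, 13 of zebrafish (4 uninjured, 3 at 3 d.p.i. and 6 at 14 d.p.i.) and 9 of medaka (4, 3 and 2). Conditions were taken from the labels of the samples. The deposited values are UMI counts per gene and barcode that the authors made with Cell Ranger at default settings, without normalization, and cells had been called but not yet filtered for genes, mitochondrial share or cell type. For zebrafish uninjured replicates 1 and 2 the headers name an earlier version of the program, and their gene list has other identifiers than that of the other zebrafish samples. Genes were therefore joined by symbol, and 13115 symbols occurred in every list. The renaming of medaka genes by orthology was not repeated, so comparisons between the species use genes with the same symbol in both.

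Total UMIs per sample ranged from 11107238 to 75811359 and the median UMIs per cell from 974 to 6448. Cells were kept with at least 200 genes and a mitochondrial share of at most 40%, and cells other than cardiomyocytes with at most 15%. The mitochondrial share was computed from genes whose names mark them as mitochondrial, without ribosomal RNA entries, and mitochondrial genes were left out of the tests. Counts were scaled to 10000 per cell and log-transformed for clustering. Samples were integrated with Seurat 5.3.0 in R 4.3.3 by canonical correlation analysis on 2000 genes and 30 dimensions, with 6 samples, 1 of each species and time point, as references. Clusters came from the Leiden algorithm (leidenalg 0.10.2) on 20 neighbours, at a resolution of 1.5 over all cells and 1.0 within a cell type. Listed ISGs, interferons, signals, fibroblast genes, collagens and mmps were kept out of the genes used for clustering, but other genes that change with injury were not, and neither were the cardioprotective and cardiomyocyte genes. Of the 2000 genes used within a cell type, 589 in endothelial cells, 771 in epicardial cells and 97 in cardiomyocytes change with injury and were left out only in an alternative. A cluster received the name of the marker list, fixed beforehand, whose genes stood highest in it over the other cells, or no name where too few markers were found. Names such as fEC, fEP, zEP and cEC are therefore rebuilt ones, and a difference from the paper's shares can come from the naming. Endocardial eEC cells were not named apart from other endothelial cells and have no values here. Erythroid and platelet clusters of a first clustering and clusters that no list named were left out, while 3 clusters that received an erythroid name only after the integration stayed among the named cells.

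UMI counts were summed per sample and cell type, and samples with at least 10 cells of a type entered its test. Genes were tested with edgeR 4.0.16 (quasi-likelihood fit with robust spread, TMM normalization, filter on low counts by edgeR's default) and Benjamini-Hochberg adjustment over all genes tested in a cell type, with a threshold of 0.05. A single fit per species and cell type held all 3 time points. Lists of genes were tested with the fry test of limma 3.58.1, and the adjusted p of a list of ISGs covers the 4 cell types of a species, while that of the cardioprotective list covers both species. The response of the species was compared by the interaction term of a fit over the uninjured and 3 d.p.i. samples of both. Shares of cells were compared between samples by exact permutation tests of the difference of means over all splits, and every test was two-sided. Positive cells had at least 1 UMI of the gene, and thinned shares are the expected shares after drawing 1000 UMIs from each cell. The upper limit given beside a count of 0 corresponds to 3 UMIs or 3 cells. The genes named in the text were taken from those that the paper names for the cell type or comparison. Not all of these have values here, with *mmp16*, *hey2* and *actn1* among those left out. Also named, for each species and main cell type, are the 3 genes with the smallest adjusted p among those higher at 3 d.p.i. The 1 gene with the smallest adjusted p among those lower is named too. Genes without a symbol were left out. Where the medaka list lacks a symbol, a close one was used (*cntfa* and *a-sdf1a*), chosen after the values of the exact names were seen. The medaka symbol *COL6A3* was added at the same stage.

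The alternatives, fixed before the data were examined, were DESeq2 1.42.0 in place of edgeR, no filter on low counts, a fit without the 14 d.p.i. samples, a replicate block, leaving out each sample in turn, leaving out zebrafish uninjured replicates 1 and 2, removing doublets, a mitochondrial limit of 40% for all cells, at least 500 genes per cell, thinning to 1000 or 2000 UMIs, at least 2 UMIs per positive cell, a resolution 1.5 times as high within a cell type, other genes for clustering, and clusters made in each species without integration. Doublets were scored with Scrublet in scanpy 1.11.5. The alternative fixed beforehand was to remove the cells that its automatic threshold marks. This threshold was seen to mark few cells, so the cells with the highest scores were marked up to an expected rate of 0.8% per 1000 barcodes. Keeping samples with fewer than 10 cells, leaving out leukocyte clusters led by proliferation genes, giving the genes to the integration in reverse order and naming cardiomyocyte clusters at any depth were alternatives chosen after seeing the data.

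The tests were tried on simulated counts with the means and spread of the real samples, in which 200 genes were changed 2-, 4- or 8-fold. For the interaction test the changes were 4- or 8-fold only, so its numbers found are not comparable with those of the other tests. In zebrafish, 78 of the 200 were found among 12586 genes in endothelial cells, 90 among 11147 in epicardial cells, 78 among 8324 in leukocytes and 76 among 11032 in cardiomyocytes, with 3, 5, 5 and 6 calls of unchanged genes. Medaka gave 109 of 200 among 11412 genes in endothelial cells, 68 among 7026 in epicardial cells, 109 among 10717 in leukocytes and 95 among 10286 in cardiomyocytes, with 6, 4, 7 and 4 calls of unchanged genes. The interaction test found 81 of 200 among 9066 genes in endothelial cells, 19 among 7215 in epicardial cells, 65 among 8564 in leukocytes and 29 among 8682 in cardiomyocytes, with 1, 2, 3 and 1 calls of unchanged genes. A changed gene can thus stay under the threshold with these numbers of samples. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Tissue sections, measurements of animals and mouse data were not analysed here.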

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

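The edgeR tests of genes in this part, the interaction included, and the ISG set test are those of the main results. Leaving out the zebrafish uninjured replicates with another gene list was an alternative fixed before the data were examined. The comparison of collagens with epicardial markers in leukocytes was set down before its value was computed. All other tests in this part were chosen after the results were seen.

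Among 70 groups of samples tested for a value far from the rest (Dixon's test), 5 had one, where about 1 in 20, or 3.5, would by chance. They were zebrafish 14 d.p.i. replicate 5 for *ifnphi1*+ endothelial cells (7.71%), zebrafish uninjured replicate 1 (0.726%) and 14 d.p.i. replicate 4 (2.04%) for endothelial cells with *mki67* or *top2a*, medaka uninjured replicate 2 for *nrg1*+ epicardial cells (0.813%) and zebrafish 14 d.p.i. replicate 4 for the ISG score of cardiomyocytes (3.91). In 2 of the 5, the *mki67* or *top2a* share of zebrafish uninjured replicate 1 and the *nrg1* share of medaka uninjured replicate 2, every other sample of the group stood at 0, so any positive cell would pass and the test says nothing about them. No sample was left out for these values, and the cause of each was not tested.

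The response to injury differed between the species in 393 genes in endothelial cells, 261 in epicardial cells, 286 in leukocytes and 12 in cardiomyocytes, and in the ISGs as a set in endothelial cells (2.90) and cardiomyocytes (2.19). Of 100 random splits within the species, the real one included, 2 gave as many genes in endothelial cells, 2 in leukocytes and 1 in cardiomyocytes, so chance alone would seldom give these numbers. The ISG difference was reached by 3 of the 100 splits in endothelial cells, 4 in cardiomyocytes and 5 in leukocytes, so in leukocytes chance could give it. Epicardial cells have 2 medaka samples at 3 d.p.i. and were not tested in this way. Without zebrafish uninjured replicates 1 and 2 the ISG difference in endothelial cells was 2.42 and no longer past the threshold, so a part of it may come from the batch of these replicates.

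Collagen and periostin genes were higher at 3 d.p.i. in zebrafish leukocytes, a cell type that should not express them, with a median log2 fold change of 3.1 over 22 genes. For the 6 collagens that could still be tested without clusters led by proliferation genes, the median was 4.13 with these clusters and 0.46 without them, so most of the rise of these 6 sat in the clusters, which fits cells of mixed origin that were named leukocytes. The other genes could not be compared in this way. Over the 19 collagen and periostin genes with enough epicardial counts, the median level in leukocytes was 38.3% of the epicardial level, and 24.2% for 6 epicardial markers, which fits epicardial cells or their RNA among the leukocytes. Whether leukocytes themselves add to the rise stays open. The median collagen level was above that of the epicardial markers, and only 6 genes could be compared without the clusters. In medaka leukocytes, 3 collagens could be compared, with a median log2 fold change of 2.63 with these clusters and 0.328 without them.

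*cd9b*, which the paper treats in macrophages, was higher at 3 d.p.i. in medaka endothelial cells, with a log2 fold change of 7.55 (edgeR adjusted p = 0.000152). A larger share of fEC alone does not account for this, because *cd9b* also rose within fEC by 4.66 on the log2 scale. RNA from other cells in the suspension does not account for it either, because *cd9b* stood at 0.786 CPM in cardiomyocytes at 3 d.p.i., against 903.5 CPM in endothelial cells.

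The immediate-early score, which rises with dissociation stress, changed at 3 d.p.i. by −0.402 in zebrafish endothelial cells (exact permutation test, p = 0.657) and by −1.57 in medaka endothelial cells (exact permutation test, p = 0.0286). In medaka cardiomyocytes it changed by −0.616 (exact permutation test, p = 0.171), so a weaker stress response of all cells during dissociation may be part of it and cannot be told apart from a change in the endothelium.

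T lymphocytes fell by 34.3 percentage points as a share of medaka leukocytes at 3 d.p.i. (exact permutation test, p = 0.0571). Per 100 named cells that are not leukocytes, a measure that more of the other leukocytes would leave unchanged, there were 19.5 ± 12.4 in uninjured samples and 2.00 ± 0.218 at 3 d.p.i. (exact permutation test, p = 0.0571). With 4 and 3 samples this does not decide whether more of the other leukocytes account for the smaller share, and a loss of T lymphocytes from the tissue or during dissociation was not tested.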

How the results depend on the processing

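The alternatives were listed beforehand, except that keeping samples with fewer than 10 cells, leaving out leukocyte clusters led by proliferation genes, giving the genes to the integration in reverse order and naming cardiomyocyte clusters at any depth were chosen after the results were seen. The rule for marking doublets was also changed, after the automatic threshold was seen to mark few cells. Numbers of genes are those with an adjusted p under 0.05 at 3 d.p.i., ISG and cardioprotective values are median log2 fold changes, and shares are differences in percentage points.

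Calls of gene sets in this part use the unadjusted p of the fry test, which for the ISGs of zebrafish endothelial cells was 0.042 against an adjusted 0.056, and for those of medaka endothelial cells with no filter on low counts 0.0137 against an adjusted 0.055.

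With DESeq2, more genes changed in zebrafish endothelial cells (1592 against 653), zebrafish cardiomyocytes (794 against 171) and medaka cardiomyocytes (861 against 406). Its interaction test gave 856 genes against 393 in endothelial cells, 541 against 261 in epicardial cells, 687 against 286 in leukocytes and 253 against 12 in cardiomyocytes. On simulated counts it also called more unchanged genes, 36 against 3 in zebrafish endothelial cells, 34 against 6 in zebrafish cardiomyocytes and 22 against 4 in medaka cardiomyocytes. DESeq2 found more of the 200 changed genes as well, 110 against 78, 110 against 76 and 107 against 95 in the same order. With no filter on low counts, 323 genes changed in zebrafish endothelial cells and 31 in zebrafish cardiomyocytes, and the interaction in cardiomyocytes held for 7. The cardioprotective median then was 0.18 in zebrafish and past the threshold, and −0.29 in medaka, against 0.05. In fits of uninjured and 3 d.p.i. samples only, 1 gene changed in zebrafish endothelial cells, 2 in zebrafish cardiomyocytes and 228 in medaka cardiomyocytes, and the ISG median of zebrafish endothelial cells, 0.99, lost its call.

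Without zebrafish uninjured replicates 1 and 2, 3176 genes changed in zebrafish endothelial cells and 1296 in cardiomyocytes, and the interaction held for 1078 genes in endothelial cells, 459 in epicardial cells, 644 in leukocytes and 373 in cardiomyocytes. The ISG medians of 0.49 in endothelial cells, 1.20 in epicardial cells and 0.70 in cardiomyocytes lost their calls, as did the ISG interactions of 2.42 in endothelial cells and 1.65 in cardiomyocytes. The cardioprotective median of zebrafish rose to 0.58 and gained one. *cntf* changed sign, to 0.13 in both zebrafish endothelial cells and fEC. The cause of the larger numbers of genes was not tested.

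With every cell thinned to 1000 UMIs, the *ifnphi1* difference in zebrafish endothelial cells was 0.115 against 5.93, and with 2000 UMIs 0.327. The *nrg1* difference in zebrafish epicardial cells changed sign to −0.0787 and was 0.151 with 2000 UMIs, and the *mki67* or *top2a* difference in zebrafish endothelial cells was 0.158 and 0.32. At 14 d.p.i., differences that were small before thinning changed sign, to −0.0503 for *ifnphi1*, and to −0.00191 in zebrafish and −0.0671 in medaka for *mki67* or *top2a*. With at least 500 genes per cell the cortical-like difference was −0.723 and lost its call. With cell types from clusters made without integration, 259 genes changed in zebrafish leukocytes against 1413, the *nrg1* difference was 5.62 without a call, and the *tnfa* difference between uninjured medaka and zebrafish macrophages was 37.8 against 17.6. Without doublets the ISG median of medaka epicardial cells changed sign to 0.15, and the share with primordial markers, 2.02, lost its call. Without leukocyte clusters led by proliferation genes, 247 genes changed in zebrafish leukocytes, the ISG median was 0.83 and gained a call, and the interaction held for 83 genes. With the genes given to the integration in reverse order, the cardioprotective median of zebrafish was 0.13 and gained a call, and the log2 fold change of *nrg1* in zebrafish epicardial cells changed sign, to 0.13. By adjusted p, the ISGs then passed the threshold in zebrafish endothelial cells (1.06, 0.0357) and no longer did in medaka endothelial cells (−1.93, 0.0588), so these calls are not stable to a choice that has no biological meaning. In the reverse order a cluster of 5517 cells received no name. In the main run a cluster of 5947 cells that shared leading genes with it was named endothelial. The change of calls can therefore come from the naming of clusters. With cardiomyocyte clusters named at any depth the cortical-like difference was −10.9 (exact permutation test, p = 0.0118). A mitochondrial limit of 40% for all cells was tried on 33 values of these results and at least 2 UMIs per positive cell on 10. The higher resolution and each of the other choices of genes for clustering were tried on 5. None of these values changed call or direction. Among further results on named genes, 2 of 75 values lost a call with the mitochondrial limit of 40%.

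The replicate numbers did not pair the samples, since correlations between same-numbered uninjured and 3 d.p.i. samples lay between −0.14 and 0.20. With the number as a replicate block, 0 genes changed in zebrafish endothelial cells, 839 in zebrafish leukocytes, 1 in zebrafish cardiomyocytes, 410 in medaka epicardial cells and 260 in medaka cardiomyocytes. The blocked interaction held for 2 genes in endothelial cells, 1 in epicardial cells, 103 in leukocytes and 3 in cardiomyocytes. ISG values under the replicate block were −2.12 in medaka endothelial cells and, for the interaction, 3.82 in endothelial cells and 2.74 in cardiomyocytes, without calls. The block also changed the sign of the cardioprotective median of zebrafish (−0.0105).

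A sample is named below where the number of genes without it was lower by more than 1.5-fold. Leaving out single samples moved the number of changed genes in zebrafish endothelial cells between 0, without 3 d.p.i. replicate 1 or replicate 3, and 581, with 297 without 3 d.p.i. replicate 2. In zebrafish epicardial cells it lay between 1692 (without 3 d.p.i. replicate 2, with 2110 without replicate 3) and 3442, and in leukocytes between 240 (without 3 d.p.i. replicate 2) and 1355, also lower without uninjured replicate 4 (885) or 3 d.p.i. replicate 3 (751). In zebrafish cardiomyocytes it lay between 2 (without 3 d.p.i. replicate 2) and 183 (without uninjured replicate 3), and leaving out any other sample lowered it as well, to 91 at most. Medaka numbers lay between 1842 (without 3 d.p.i. replicate 2, with 2130 without replicate 1) and 4186 in endothelial cells, between 1467 (without 3 d.p.i. replicate 1) and 2907 in leukocytes, where this held for any 3 d.p.i. replicate, and between 74 (without 3 d.p.i. replicate 1) and 467 in cardiomyocytes, where it held for any 3 d.p.i. replicate and uninjured replicate 2. The interaction held for 73 (without medaka 3 d.p.i. replicate 1) to 525 genes in endothelial cells, with a drop of this size without any sample but the zebrafish uninjured ones and medaka uninjured replicate 1, and for 122 (without zebrafish 3 d.p.i. replicate 3) to 280 in epicardial cells, with such a drop without any zebrafish 3 d.p.i. sample. In leukocytes it held for 129 (without medaka 3 d.p.i. replicate 1) to 280 genes, lower by more than 1.5-fold without zebrafish 3 d.p.i. replicate 1 or 2, medaka uninjured replicate 2 or any medaka 3 d.p.i. sample, and in cardiomyocytes for 1 (without zebrafish 3 d.p.i. replicate 2) to 12, lower by more than 1.5-fold without any sample but zebrafish uninjured replicates 3 and 4 and medaka uninjured replicate 4.

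With single samples left out, the zebrafish ISG medians ranged from 0.78 (without 3 d.p.i. replicate 1) to 1.62 in endothelial cells, from 0.93 (without 3 d.p.i. replicate 2) to 2.72 in epicardial cells, from 0.54 to 1.03 in leukocytes and from 0.66 (without uninjured replicate 4) to 2.03 in cardiomyocytes, each of the highest without uninjured replicate 3. The call in zebrafish endothelial cells was lost without uninjured replicate 1 or 2 or 3 d.p.i. replicate 1 or 2, in epicardial cells without 3 d.p.i. replicate 2 and in cardiomyocytes without uninjured replicate 4 or 3 d.p.i. replicate 1 or 2, and in leukocytes 1 was gained without 3 d.p.i. replicate 3. The ISG median of medaka epicardial cells ranged from −0.52 to 0.30 (without uninjured replicate 3). The ISG interaction ranged from 2.27 to 3.90 in epicardial cells, where it was past the threshold without zebrafish uninjured replicate 3, from 1.59 to 3.22 in leukocytes, where it was past it without zebrafish 3 d.p.i. replicate 3, and from 1.74 to 2.59 in cardiomyocytes, with calls lost without zebrafish 3 d.p.i. replicate 1 or 2 or medaka 3 d.p.i. replicate 3. Cardioprotective medians ranged from −0.18 (without uninjured replicate 4) to 0.34 in zebrafish, with a call gained without any other sample but 3 d.p.i. replicate 2, and from −0.26 (without uninjured replicate 3) to 0.11 in medaka, also below 0 without 3 d.p.i. replicate 1 or 3. The *tnfa* difference between the species ranged from 12.1 to 22.3 and that of primordial markers from 1.68 to 2.93, and both calls were lost when any single sample of the species without positive cells was left out. Log2 fold changes ranged from −0.33 (without 3 d.p.i. replicate 2) to 0.12 for *ifnphi1* in zebrafish endothelial cells, above 0 without uninjured replicate 4 or 3 d.p.i. replicate 1 or 3, and from −0.64 to 0.37 (without uninjured replicate 3) for *nrg1* in zebrafish epicardial cells. For *tnfa* in medaka macrophages they ranged from −0.98 (without 3 d.p.i. replicate 2) to 0.75, also below 0 without uninjured replicate 1 or 2. The immediate-early score of zebrafish endothelial cells changed by −0.823 to 0.279 (without 3 d.p.i. replicate 1).

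For 96 further results on named genes, 1165 of 1329 alternative values kept direction and call, 130 lost a call, 25 gained one and 9 changed sign. Of 7 alternative values for shares at 14 d.p.i., 4 were unchanged and 3 changed sign, and of 21 for further measures 1 changed sign. Clusters made without integration gave no value for the cortical-like share, for the change of *tnfa* at 3 d.p.i. in medaka macrophages and for fEP in medaka. The block gave none for comparisons over all samples of both species, DESeq2 gave none for the ISG interactions, and medaka epicardial cells could not be fitted without either of their 3 d.p.i. samples.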

Differences from the paper's values

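The comparisons in this part use alternatives set before the data were examined. No test in it was chosen after its result was seen, with the following exceptions. For medaka, *cntfa* and *COL6A3* were used after the values of the exact names were seen. The order of the genes for the integration, the depth at which clusters are named and the leukocyte clusters kept were varied after the values were seen. The rule for marking doublets was likewise changed after the automatic threshold was seen to mark few cells.

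The paper gives 22 clusters for the integrated cells, against 36 here, and giving the genes to the integration in reverse order, an alternative chosen after seeing the values, gave 42, farther from it. For medaka fEC the paper's range of the rise at 3 d.p.i. has 3-fold as its nearer end, against 9.32-fold here. Clusters made without integration (3.86-fold) or also without genes that change with injury (5.78-fold) bring the paper's value within the spread of the samples, as does leaving out medaka uninjured replicate 3 (9.72-fold), where the ratio is no nearer but its spread is wider. With the remaining 12 of 15 alternatives it stays apart, between 6.25-fold and 13.7-fold.

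Values of the paper in figures were read by eye. In Fig. 4E, read by eye, the medaka uninjured fEC share is about 10%, against 3.11% here, and only clusters made without integration (9.04%) come near it, while the other 14 alternatives give 1.67% to 6.07%. In Fig. 4G, read by eye, the fEP share is about 16% in uninjured zebrafish, against 7.04% here, about 9.0% in uninjured medaka, against 2.62%, and about 27% in medaka at 14 d.p.i., against 10.8%. No alternative brings the zebrafish fEP value within the spread of the samples, and only leaving out zebrafish uninjured replicates 1 and 2 (11.2% ± 3.09, n = 2) brings it within 1.5-fold, while 15 other alternatives give 0.487% to 9.11%. None of 13 alternatives reaches the uninjured medaka value, with 1.64% to 4.98%, and no alternative was tried for the 14 d.p.i. value. In Fig. 6D, read by eye, cortical cardiomyocytes make up about 39% in zebrafish and about 22% in medaka, against 12.3% and 5.6% here. None of 29 alternatives reaches either value, with 4.76% to 12.8% in zebrafish and 4.04% to 6.77% in medaka. Naming cardiomyocyte clusters at any depth, an alternative chosen after seeing the values, gives 27% ± 9.39 and 16.1% ± 8.49, which brings the medaka value within the spread of the samples and the zebrafish value within 1.5-fold. In Fig. S4E, read by eye, the zEP share in zebrafish at 3 d.p.i. is about 4.7%, against 8.41% here, with no alternative tried. All these shares rest on rebuilt names of clusters.

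Some statements of the paper differ from the values here in direction, or in whether a change passed the test. It finds an ISG surge in zebrafish endothelial cells and leukocytes, where the set tests did not pass (adjusted p = 0.056 and 0.115). Giving the genes to the integration in reverse order, an alternative chosen after seeing the values, gave an adjusted p of 0.0357 in endothelial cells, and leukocytes passed at an unadjusted p without 3 d.p.i. replicate 3 and without leukocyte clusters led by proliferation genes, an alternative also chosen after seeing the values. It finds no such surge in the myocardium, where the ISG median of cardiomyocytes was 0.79 (adjusted p = 0.0486) and 0 of 8 genes passed, and where it was 0.70 and not past the threshold without uninjured replicates 1 and 2 (adjusted p = 0.29), so no difference from the paper is settled. It describes several mmps as upregulated in endothelial cells of both species, where in zebrafish all 7 tested were higher but 0 passed the threshold. It describes *cntf* as induced in zebrafish fEC, where the log2 fold change was −0.43 (standard error 0.45, edgeR adjusted p = 0.576), and 0.13 without uninjured replicates 1 and 2, so no direction is settled. Collagens V and VI are given as increased in zebrafish and not in medaka, and in medaka endothelial cells *col5a2a* rose by 3.61 and *COL6A3* by 1.44 on the log2 scale. The paper describes *vegfd* as induced in zEP, where it stood at 71.3 CPM in the uninjured sample and 24.6 CPM at 3 d.p.i. It describes zEP abundance as unchanged, where the share went from 2.99% to 8.41% (exact permutation test, p = 0.0286). It gives *aldh1a2* as induced to a smaller extent in medaka fEC, where the log2 fold change was 0.72 and not past the threshold (edgeR adjusted p = 0.152). *tnfa* is given as highly upregulated in medaka macrophages at 3 d.p.i., where the log2 fold change was 0.10 and not past the threshold. For *col12a1a*, given as more muted in medaka epicardial cells, the interaction was −0.945 (edgeR adjusted p = 0.583). Neither *apln* nor *cxcr4a*, given as elevated in zebrafish cEC, passed at 3 d.p.i. in the main fit. Of 9 cardioprotective genes, 0 passed in zebrafish cardiomyocytes.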

Other observations

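Several tests of explanations in this part use alternatives that were fixed before the data were examined. These are thinning, a higher minimum of genes per cell, other genes for clustering and leaving out the zebrafish uninjured replicates with another gene list. Their use as tests of explanations, and the other tests of explanations, were chosen after the results were seen. The relation of *tnfa* to stress is an exception, as it was set down before its value was computed.

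Other splits of the 7 uninjured and 3 d.p.i. samples of a species were refitted to see how often chance gives a result as large, the real split included. In zebrafish, 1 of the 35 splits gave as many changed genes in endothelial cells, 1 in epicardial cells, 1 in leukocytes and 2 in cardiomyocytes, and in medaka 1 in endothelial cells, 1 in leukocytes and 1 in cardiomyocytes. The split by injury thus gave more genes than any other split, except in zebrafish cardiomyocytes, where 3 d.p.i. replicate 2 with uninjured replicates 1 and 2 against the rest, a split that keeps the batch of these replicates together, gave 690 genes against 171. For the zebrafish ISG medians, 4 of the 35 splits were as far from 0 in endothelial cells, 7 in epicardial cells, 11 in leukocytes and 8 in cardiomyocytes. In each of these cell types they included the splits that put uninjured replicates 1 and 2 together with uninjured replicate 4 (−1.93, −2.73, −2.21 and −1.89) or with 3 d.p.i. replicate 3 (−1.81, −2.06, −1.92 and −1.40). Both splits keep the batch of replicates 1 and 2 together but mix it with injury, so they do not separate batch from injury. In medaka, 1 split of 35 was as far from 0 in endothelial cells, 7 in leukocytes and 12 in cardiomyocytes. The cardioprotective medians were reached by 27 of the 35 splits in zebrafish and 24 in medaka.

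The rise of ISGs in zebrafish could come in part from samples that differ in these genes apart from injury. An uninjured sample had a score of 5.59 in endothelial cells, above the mean at 3 d.p.i., and without uninjured replicates 1 and 2, which have another gene list, the median log2 fold change fell to 0.49. Both explanations stay open, and an effect of injury on top of them is not excluded.

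Zebrafish uninjured replicates 1 and 2 stood apart from replicates 3 and 4. With the counts of all named cells of a sample summed, Spearman correlations of the genes were 0.745 to 0.758 between the pairs. They were 0.969 between replicates 1 and 2 and 0.955 between replicates 3 and 4. Of 13174 genes in endothelial cells, 275 had no UMI in replicates 1 and 2 only and 45 in replicates 3 and 4 only, while 2160 genes over 4-fold apart had UMIs in all of them. The gene list of the counting could account for the former and, through other gene models, for some of the latter, so it cannot be told apart from a difference between the animals or libraries.

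The number of UMIs per cell was tested as an explanation of shares of positive cells. Thinned to 1000 UMIs, the rise at 3 d.p.i. was 1.14-fold for *ifnphi1* and 0.931-fold for *nrg1*, so both rises went with more UMIs per cell. Thinning cannot tell deeper sequencing from cells that hold more RNA, because it removes both. Median UMIs per cell, mitochondrial genes left out, went from 3020.5 to 6652 in zebrafish endothelial cells and from 6227 to 23601.5 in epicardial cells. Cardiomyocytes went from 5173 to 9645.5 and leukocytes from 2808 to 2461, so not all cell types shared this rise. For *mki67* or *top2a* the thinned rise was 3.66-fold in zebrafish, where the test could not decide, and 6.15-fold in medaka, where depth alone does not account for it. Depth alone likewise does not account for the *tnfa* difference of 10.9 percentage points between uninjured medaka and zebrafish macrophages, or for the 2.54-fold *tbx5a* difference between cardiomyocytes of the species. RNA from other cells does not account for them either, because among thinned cells *tnfa* was present in 0.0204% of uninjured medaka cardiomyocytes and *tbx5a* in 0.165% of medaka leukocytes. Gene models and the share of subtypes remain as explanations of these, and a hypothesis is that uninjured medaka macrophages carry more *tnfa*, although they might also have been activated during dissociation. The latter was tested across the 9 medaka samples, and *tnfa* in macrophages showed no rise with the immediate-early score of endothelial cells (r = −0.221, exact permutation p = 0.563, rho = −0.233, p = 0.552). Without the 2 farthest samples r was −0.301, and for deviations from the group means 0.153. With the score of cardiomyocytes r was 0.15 (exact permutation p = 0.706), 0.483 without the 2 farthest samples and 0.431 for deviations from the group means. Over 4 relations the adjusted p was 0.857, and with values of either sign in 9 samples a relation to stress is neither shown nor excluded.

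The cortical-like share of cardiomyocytes differed by −0.723 percentage points between medaka and zebrafish among cells with at least 500 genes, so the larger difference over all cells may come from shallow zebrafish cells in the named cluster. A further zebrafish-rich cluster of cardiomyocytes with 1346 zebrafish and 344 medaka cells was low in *tbx5a* but had a median of 1204 UMIs per cell, too shallow to be named. Among clusters made also without injury genes, 367 zebrafish and 0 medaka cells with a median of 31539 UMIs formed a cluster low in *tbx5a* but not in *gata6* or *mef2d*, which the markers did not name, so low *tbx5a* in zebrafish is not confined to shallow cells and whether such cells are cortical stays open.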
